# Molecular characterization of the acquisition of longevity during seed maturation in soybean

**DOI:** 10.1371/journal.pone.0180282

**Published:** 2017-07-12

**Authors:** Juliana Joice Pereira Lima, Julia Buitink, David Lalanne, Rubiana Falopa Rossi, Sandra Pelletier, Edvaldo Aparecido Amaral da Silva, Olivier Leprince

## Abstract

Seed longevity, defined as the ability to remain alive during storage, is an important agronomic factor. Poor longevity negatively impacts seedling establishment and consequently crop yield. This is particularly problematic for soybean as seeds have a short lifespan. While the economic importance of soybean has fueled a large number of transcriptome studies during embryogenesis and seed filling, the mechanisms regulating seed longevity during late maturation remain poorly understood. Here, a detailed physiological and molecular characterization of late seed maturation was performed in soybean to obtain a comprehensive overview of the regulatory genes that are potentially involved in longevity. Longevity appeared at physiological maturity at the end of seed filling before maturation drying and progressively doubled until the seeds reached the dry state. The increase in longevity was associated with the expression of genes encoding protective chaperones such as heat shock proteins and the repression of nuclear and chloroplast genes involved in a range of chloroplast activities, including photosynthesis. An increase in the raffinose family oligosaccharides (RFO)/sucrose ratio together with changes in RFO metabolism genes was also associated with longevity. A gene co-expression network analysis revealed 27 transcription factors whose expression profiles were highly correlated with longevity. Eight of them were previously identified in the longevity network of *Medicago truncatula*, including homologues of *ERF110*, *HSF6AB*, *NFXL1* and members of the *DREB2* family. The network also contained several transcription factors associated with auxin and developmental cell fate during flowering, organ growth and differentiation. A transcriptional transition occurred concomitant with seed chlorophyll loss and detachment from the mother plant, suggesting the activation of a post-abscission program. This transition was enriched with AP2/EREBP and WRKY transcription factors and genes associated with growth, germination and post-transcriptional processes, suggesting that this program prepares the seed for the dry quiescent state and germination.

## Introduction

Soybean is one of the most important oil crop species for food, feed and a range of industrial applications. Producing highly vigorous seeds is a key lever to increase crop production. Seed longevity, defined as the ability to remain alive during storage under dry conditions, is an important agronomic factor in the preservation of seed fitness after harvest [1]. Poor longevity leads to unexpected losses in seed viability during storage and negatively impacts seedling establishment and crop yield [1, 2]. This is particularly problematic for soybean as seeds have a short lifespan during storage, especially in humid and tropical environment [2–4]. In addition, longevity is pivotal to ensure the preservation of our genetic resources through dry seeds of crops and wild species [5, 6].

Longevity is conferred by the ability to stabilize the biological entity for long periods of time by the formation of an amorphous highly viscous, solid-like matrix (i.e. a glassy state) in the cells that suspends integrated metabolic activities and severely slows down deteriorative reactions [2, 7, 8]. Seed longevity is also attributed to a range of protective compounds [9, 10], including non-reducing soluble sugars (sucrose (Suc) and raffinose (Raf) family oligosaccharides, RFO [11, 12]) and a set of late embryogenesis abundant (LEA) proteins and heat shock proteins (HSP) [13–15]. Together with sugars, both types of proteins act as chaperones and molecular shields to prevent protein denaturation and membrane destabilization during drying and in the dry state. Longevity is also conferred by antioxidant mechanisms that limit oxidation of lipids, proteins and nucleic acids during storage such as glutathione [16 and references therein], tocopherols [17], flavonoids that are present in the seed coat [18] and lipocalins [19]. Several repair mechanisms also contribute to longevity when they are activated during seed imbibition to fix damage that occurred to proteins and DNA during storage [20, 21].Next to protection and repair, an impaired degradation of chlorophyll appears to negatively affect longevity [12, 22]. The presence of chlorophyll is considered as an indicator of immaturity but how it affects longevity remains unsolved.

To be commercially successful, crop seeds should be harvested when longevity reaches its maximum [1, 10]. In legumes, longevity is progressively acquired during seed maturation from seed filling onwards [10, 23–25]. In soybean, there exist conflicting data as to whether seed longevity reaches a maximum at seed filling [4, 26] or later during maturation [25, 27]. Delaying harvest to obtain maximum longevity increases the risk of exposing mature seeds to rapid deterioration in the field due to high humidity and temperature [25–27]. The mechanisms regulating the acquisition of seed longevity and vigor during late maturation remain poorly understood. Hence, the dearth of knowledge of late seed maturation programs remains an obstacle to commercial production of high quality seeds.

In soybean, transcriptome studies generated a wealth of data describing seed development during embryogenesis and filling [28–33]. However, there is little information on transcriptome changes occurring in soybean during late seed maturation, when longevity is acquired. The purpose of this study was to provide a physiological and molecular characterization of the soybean seed maturation using RNAseq to obtain a comprehensive overview of the regulatory genes that are potentially involved in seed longevity. Our data show that a developmental program is activated during late maturation that is more complex than a simple arrest of seed filling and seed drying.

## Material and methods

### Plant material and seed physiology

Soybean plants (*Glycine max* L. cv. BRS284) were grown using standard planting and cultural techniques in the experimental farm of the São Paulo State University in Botucatu (Brazil) during two consecutive years (2012/2013; 2013/2014). Seed development was monitored using phenological stages [34] and flower tagging (for 2014 only). Intermediate phenological stages between at R7 and R8 (for both years) were incorporated in order to obtain a higher precision of the time course of acquisition of physiological quality attributes after seed filling (S1 Table). The relationship between seed age and phenological stages is shown in Fig 1. Pods were manually removed and seeds were used immediately. For germination assays, 4 replicates of 25 seeds were imbibed in moistened paper rolls at 25°C. To test desiccation tolerance, seeds harvested at different stages were subjected to fast drying by incubation at 40% RH at 30°C until they reached a moisture content of 10% (dry weight basis, DW) (i.e. after 2 days). Thereafter, seed germination was assayed as described above. To assess longevity, immature artificially dried and mature seeds were stored in the dark at 35°C at 75% RH using hermetically closed containers containing a saturated NaCl solution. The water content of the seeds at these conditions was 0.13 g H_2_O/g DW^-1^. At different time intervals, 4 replicates of 25 seeds were retrieved and imbibed as described above, and final germination percentage was counted.

**Fig 1:**
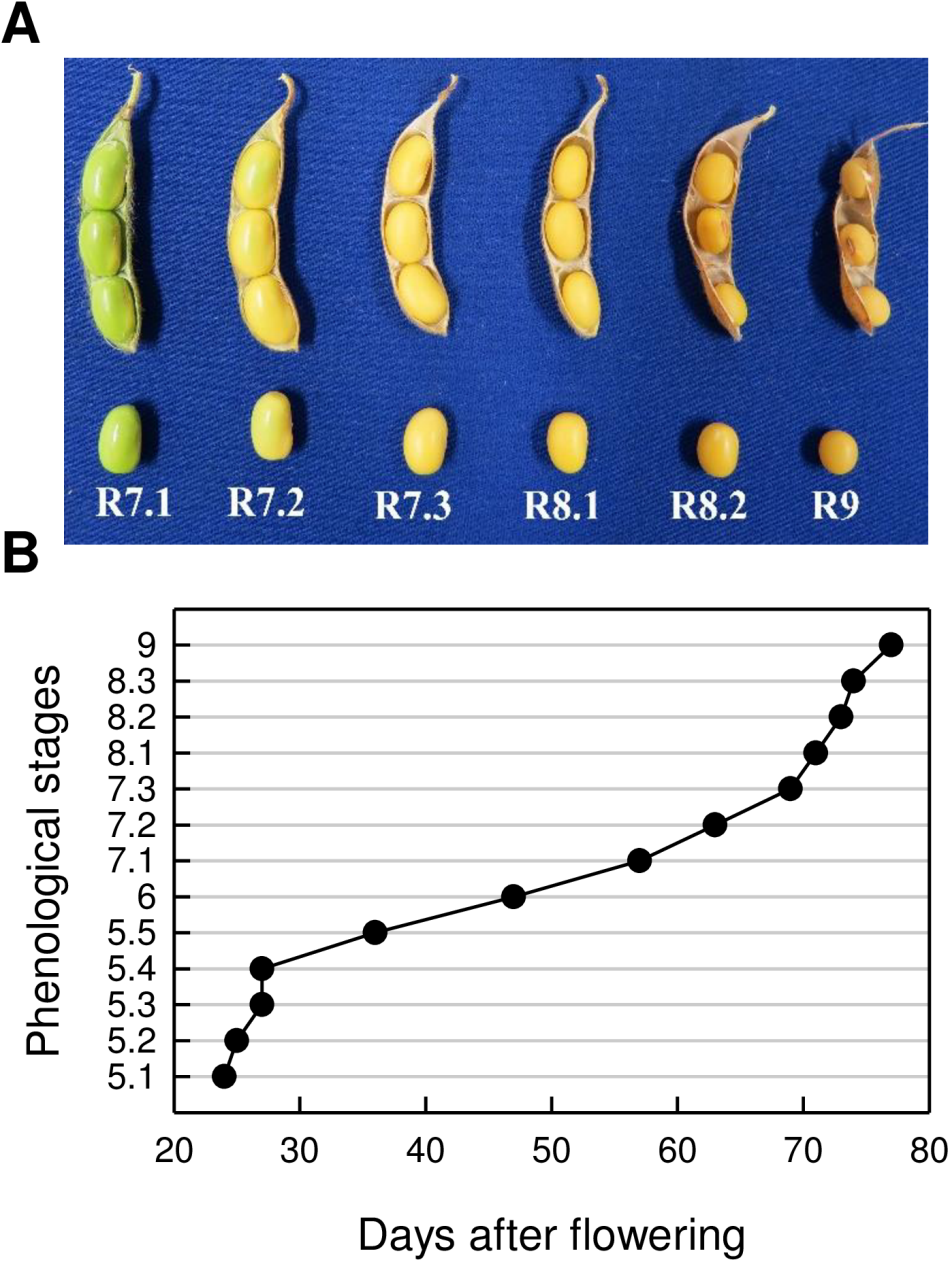
Seed and pod development of soybean. (A) Seed phenological stages during the acquisition of seed longevity (2013 crop). (B) The relationship between seed age and phenological stages (2014 crop). Stage 9 corresponds to dry mature seeds.

### Soluble sugar assay

Soluble sugar contents were assessed separately in cotyledons and embryonic axes from the phenological stage R6 onwards using DIONEX-HPLC according to Rosnoblet et al. [35]. Analysis was performed on triplicates of 6 axis and cotyledons.

### RNA sequencing, quality control and reads alignment

Developing and mature seeds harvested from up to 200 plants of the 2014 crop at each stage were frozen in liquid nitrogen. Total RNA was extracted using the NucleoSpin® RNA Plant kit (Macherey-Nagel) according to the manufacturer instructions. Total RNA from high quality samples (RIN values > 8.9 evaluated by a 2100 Bioanalyzer, Agilent Technologies, Santa Clara, CA, USA) were used for library preparation sequencing at the Laboratório Central de Tecnologias de Alto Desempenho em Ciências da Vida (LaCTAD) from the University of Campinas, Brazil. cDNA libraries were generated using the TruSeq RNA sample preparation kit (Illumina, San Diego, CA, USA). After estimation of the insert size of the libraries and quantification using quantitative PCR, samples were diluted and pooled. Three lanes were sequenced using a HiSeq2500 (Illumina) with the TruSeq SBS Kit v3-HS, according to the manufacturer instructions. Sequencing adaptors and low complexity reads were removed in an initial filtering step. After quality control, reads were mapped to the ‘Williams 82’ soybean reference genome (assembly Glyma.Wm82.a1.0, annotation v2.0) using Bowtie2 [36]. RNAseq data were deposited in the NCBI Gene Expression Omnibus database (accession no. GSE98199).

### Transcriptome and gene network analysis

Estimation of differential gene expression and statistical analyses were performed using DESeq2, v1.11.21 [37] available as a R Bioconductor package. Genes were retained as differentially expressed when the ratio was at least two-fold and the P-value adjusted for multiple testing using the Benjamini-Hochberg (BH) method <0.05. Relative expression data were normalized by dividing the mean normalized gene expression value obtained of the stage n+1 by the value obtained of stage n. Functional enrichment of gene ontology (GO) was performed using the GO enrichment tool of Soybase (https://www.soybase.org) with the Glyma 2.0 gene model.

Data used for the generation of the transcription factor network corresponded to genes encoding transcription factors (TF) that varied in their expression profiles during development. A total of 754 TF were retained with transcripts levels showing a variance >1 throughout seed development. The gene co-expression network was constructed using the Expression Correlation Plugin for Cytoscape, with a Pearson correlation coefficient (PCC) cutoff of 0.97, only including positive correlations. Gene interactions were visualized using the open source software Cytoscape (version 2.8.1) using an organic layout. Identification of genes correlated with longevity was obtained using the trait based gene significance measure [24, 38] where the gene significance of a gene equals the absolute correlation between the gene expression profile and longevity expressed as P50 (days to obtain 50% germination during storage).

### Quantitative PCR

RNA extraction was performed as previously described on three biological replicates of 30 seeds. First strand cDNA was synthesized from 2 μg total RNA using High Capacity RNA-to-cDNA kit (Applied Biosystems, place) following manufacturer’s instructions. Quantitative real time PCR was performed on a thermocycler Eco Real-Time (Illumina) with SYBR Green qPCR ReadyMix (Sigma Aldrich, place) using the manufacturer’s instructions. Data were analyzed with EcoStudy program version 5.0 (Illumina). Primer efficiency was calculated as described in Ruiter et al. [39]. Relative expression levels were calculated using the comparative 2△(Ct) method [40] using two reference genes, 20S proteasome subunit beta (Glyma.06G078500) and 60S ribosomal protein L6 (Glyma.15G271300) [41]. In our RNAseq dataset, transcript levels of both genes showed little variation (variance of 0.035 and 0.08 respectively). 

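Over the 9 libraries of freshly harvested seeds, the log2 level of the 20S proteasome subunit beta gene (Glyma.06G078500) had a variance of 0.0243, and that of the 60S ribosomal protein L6 gene (Glyma.15G271300) had a variance of 0.0491. A level was the log2 of the deposited read count divided by the size factor of its library over these 9 libraries. Normalized counts of single genes, here and elsewhere, were divided by size factors over all 11 libraries, dried seeds included. In freshly harvested seeds, those of Glyma.06G078500 ranged from 704 at stage 7.3 to 933 in a library of stage 9. Those of Glyma.15G271300 ranged from 2699 at stage 8.2 to 4255 at stage 7.3. In dried seeds of stage 7.2 they were 637 and 630 for Glyma.06G078500 and 2605 and 3155 for Glyma.15G271300. Between freshly harvested seeds of stage 7.2 and seeds of stage 9 (n = 2 libraries each), the log2 fold change was 0.20 for Glyma.06G078500 (standard error 0.0883, adjusted p = 0.0572 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Glyma.15G271300 it was 0.32 (standard error 0.0895, adjusted p = 0.00627 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the 2-fold threshold.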

Forward and reverse primers used for these genes are listed in S2 Table.

## Results

### Seed longevity is acquired at the end of maturation

Various events related to seed maturation were characterized in two consecutive years between reproductive stages R5 and R9. Seeds were collected at similar phenological stages between the 2013 and 2014 cultures to allow for comparison. Since no major developmental differences were found between both crops (S1 Fig), only data from the 2014 crop are presented here. Fig 2A shows that the end of the seed filling phase occurred around 63 d after flowering (DAF, corresponding to stage 7.2), whereas the onset of maturation drying started at 71 DAF (stage 8.1). The end of the seed filling phase also coincided with the abscission of seeds from the mother plant. At 57 DAF (stage 7.1) and 63 DAF (stage 7.2), 88% and 6% of the seeds were still attached to the fruit, respectively. At stage 7.3, all seeds were detached from the mother plant. In agreement with earlier works [4, 25, 27], germination capacity was acquired early during seed filling, between 25 and 57 DAF (stage 7.1). Desiccation tolerance, i.e. the ability to germinate after fast drying to 10% moisture, was acquired between 57 and 63 DAF (Fig 2B). There was no significant difference in the acquisition of these traits between the 2013 and 2014 crops (S1 Fig). From the loss of viability curves during storage at 75% RH and 35°C (Fig 2C), the longevity, expressed as the time to obtain 50% germination after storage (P50), was calculated. Seed longevity was progressively acquired shortly after the seed filling phase. During maturation, P50 values increased sharply between 57 and 63 DAF (stage 7.2) from 0 to 28 d (Fig 2B). Thereafter, P50 increased almost two-fold during further maturation, reaching 48 d in mature dry seeds. Longevity data obtained for the 2013 crop followed a similar trend as those of 2014 (S1 Fig), with the P50 being on average 18% lower than the 2014 crop. Monitoring field humidity and temperature revealed that the 2014 crop grew under significant higher average temperatures compared to 2013 (26.5°C and 30.2°C for 2013 and 2014, respectively).

**Fig 2:**
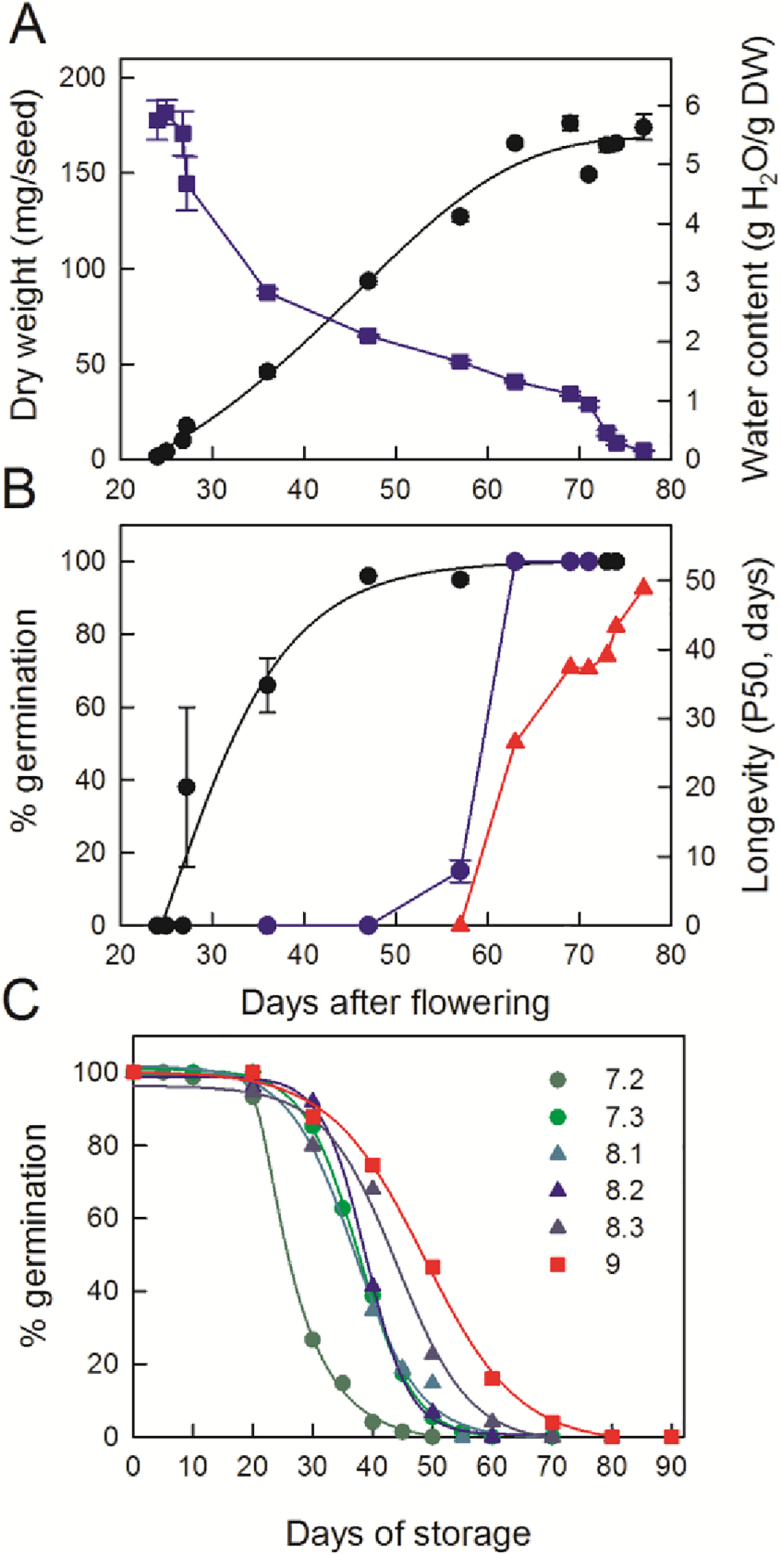
Physiological characterization of soybean seed maturation. (A) Evolution of seed dry weight (back circle) and water content (blue square). Data are the means (± SE) of 3 to 5 replicates of 20 seeds. (B) Acquisition of germinability (●, black circle) and desiccation tolerance (blue circle), evaluated after fast drying to 10% moisture and longevity (red triangle) as assessed by P50 (time necessary to obtain a loss of viability of 50% during storage 35°C and 75% RH). Data are the means (± SE) of 4 replicates of 25 seeds. (C) Loss of seed germination during storage at 75% HR, 35°C. Data are the mean of 4 replicates of 25 seeds harvested at indicated phenological stages.

### Transcriptome profiling during late maturation highlights dynamic changes during the acquisition of longevity

To characterize transcriptome changes during the end of seed maturation, total RNA was extracted from six stages from whole seeds during development from stage 7.1 until stage 9. 

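RNA of whole, freshly harvested seeds was sequenced at 7 stages, at 57 (stage 7.1), 63 (7.2), 69 (7.3), 71 (8.1), 73 (8.2), 74 (8.3) and 77 (stage 9) days after flowering. Stages 7.2 and 9 had 2 libraries each and every other stage had 1, which makes 9 libraries. The authors removed adaptors and low complexity reads, mapped the reads with Bowtie2 to the Williams 82 soybean genome and deposited the number of reads counted on each of 56044 genes, without normalization. The counts summed to 24112015 at stage 7.1, 34971702 and 31799644 at stage 7.2, 20475504 at stage 7.3 and 13392050 at stage 8.1. They summed to 19621133 at stage 8.2, 22707980 at stage 8.3, and 26457357 and 21097336 at stage 9. Table 1 gives these sums as the unambiguously mapped reads, except for stage 8.3, for which it has no line. Between 34689 and 41253 genes had at least 1 count in a library. Soybean genes often have near-identical copies, and the levels of such copies are uncertain where their reads were divided in the counting. Counts were divided by DESeq2's median-of-ratios size factors over the 9 libraries and put on the log2 scale, with a count of 0 taken as a missing value. Normalized counts of single genes were computed with size factors over all 11 libraries. Stages with 1 library have no replicate check, here and wherever their levels are given.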

A replication of stage of 7.2 and 9 was nested in the experimental design to assess reproducibility of the data. After sequencing and assembly, RNAseq produced between 14 and 38 million reads per library, with all libraries having >90% reads mapping (Table 1).

**Table 1:** Mapping of single-end reads to the soybean genome.

DAF	Stage	F/D	# reads	# Mapped reads	% Mapped reads
**57**	7.1	F	25 673,031	24 112,015	93.9
**63**	7.2a rep 1	F	38 088,839	34 971,702	91.8
** **	7.2b rep 2	F	34 381,008	31 799,644	92.5
	7.2a rep1	D	14 259,082	12 881,662	90.3
	7.2b rep2	D	66 764,127	60 626,937	90.8
**69**	7.3	F	22 267,371	20 475,504	92.0
**71**	8.1	F	14 533,337	13 392,050	92.2
**73**	8.2	F	22 057,408	19 621,133	89.0
**77**	9a rep 1	F	28 824,583	26 457,357	91.8
	9b rep 2	F	23 064,604	21 097,336	91.5

# reads, number of reads following trimming of the libraries for quality

# mapped reads, number of reads that unambiguously mapped to the soybean genome. Percentages of mapped sequences are also indicated. DAF, days after flowering; Rep, replicates. F: Freshly harvested seeds; D: rapidly dried seeds

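Of the 56044 genes, 47511 had at least 1 count, and the variance of the log2 level could be computed for 43713 genes over the 9 libraries of freshly harvested seeds. It was above 1 for 16724 genes. The treatment of low counts moved this number most. With log2(normalized count + 0.1) in place of missing values it was 25572, and with DESeq2's regularized logarithm it was 3646. Among the genes with at least 10 counts in each of the 9 libraries, it was 3756.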

From this dataset, 16,248 genes were retained as differentially expressed throughout the samples (*i*.*e*. with a variance > 1), S3 Table. PPC calculations and principal component analysis were performed to assess the dynamic response of the transcriptome throughout the maturation stages (Fig 3). 

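Pearson correlations between adjacent stages were computed across the genes with a variance above 1 and a count in both libraries, where the genes are not independent replicates. The correlation was 0.637 between stages 7.1 and 7.2, 0.899 between 7.2 and 7.3, 0.907 between 7.3 and 8.1, 0.925 between 8.1 and 8.2, 0.938 between 8.2 and 8.3 and 0.958 between 8.3 and 9. The largest standard deviation over the replicate pairs of adjacent stages was 0.0067. Centring each gene on its median over the 9 libraries moved these values most, and stages 7.3 and 8.1 then had the lowest correlation, 0.0568, against 0.197 between 8.1 and 8.2 and 0.418 to 0.539 between the other adjacent stages. Stage 8.1 is the middle of these libraries in order of time, so centring takes most signal from it for steadily changing genes. The low centred values with stage 8.1 therefore cannot locate a switch. Among 15794 genes with a mean of at least 100 normalized counts, the root mean square log2 change was 1.42 from stage 7.1 to 7.2, 0.615 from 7.2 to 7.3 and 0.709 from 7.3 to 8.1. It was 0.546 from stage 8.1 to 8.2, 0.584 from 8.2 to 8.3 and 0.365 from 8.3 to 9, against 0.228 and 0.224 between the replicates of stages 7.2 and 9. The steps from 7.1 to 7.2 and from 7.2 to 7.3 lasted 6 days each. Those from 7.3 to 8.1 and from 8.1 to 8.2 lasted 2 days each, that from 8.2 to 8.3 1 day and that from 8.3 to 9 3 days. In a principal component analysis of all 11 libraries over 8691 genes, the components held 61.9%, 17.1% and 7.63% of the variance. On the component that held the most, stage 7.1 lay at -249.7, the libraries of stage 7.2 at -97.8 and -102.5, stage 7.3 at -14.0, stage 8.1 at 50.7, stage 8.2 at 79.1, stage 8.3 at 80.2 and stage 9 at 86.0 and 86.5. On the component that held 17.1%, the libraries of stage 7.2 lay at -61.5 and -71.4, stage 7.3 at -67.7, stage 8.1 at 1.39 and stage 8.2 at 55.3.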

Two transcriptional switches occurred during seed maturation, the first one between stage 7.1 and 7.2, visualized by the correlation matrix, and the second one between stage 7.3 and 8.1, apparent from the correlation matrix and the principal component analysis (Fig 3). Data from the two biological replicates were highly similar, with between 98% and 97% similarity between the two biological replicates of stage 7.2 and stage 9.

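In the deposited counts, the Pearson correlation across genes with a variance above 1 was 0.965 between the replicates of stage 7.2 and 0.968 between those of stage 9. After centring each gene on its median, the values were 0.859 and 0.627. The replicates of stage 7.2 differed by a median of 0.16 on the log2 scale over 30083 genes, with a standard deviation of the difference of 0.42. For stage 9 the median was 0.15 over 25250 genes and the standard deviation 0.34.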

**Fig 3:**
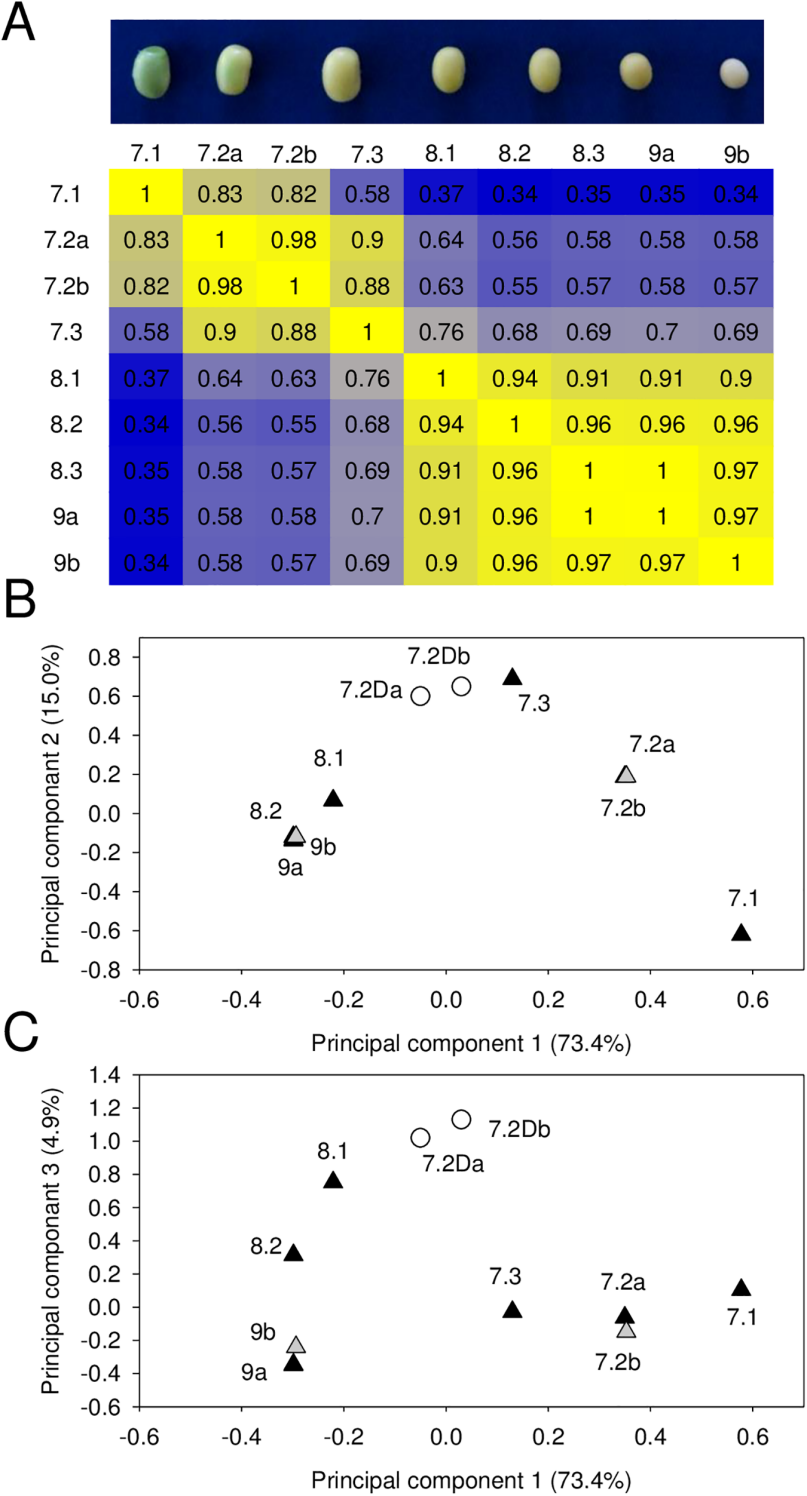
Correlation and principal component analyses of soybean transcriptomes during seed maturation. (A) Pair-wise Pearson correlation coefficients were used to generate the heat map. The color scale indicates the degree of correlation (blue, low; yellow, high). (B) and (C) Principal component analysis performed using median centering of the transcriptomes of seed phenological stages. 7.2D, transcriptomes of rapidly dried seeds at stage 7.2. The letters a,b, correspond to biological replicates.

Using Pageman (MAPMAN, GABI Germany), a gene ontology (GO) enrichment was performed to obtain an overview of the different biological processes that are overrepresented at the different stages of seed maturation (Fig 4). Stages 7.1 (and to a lesser extend stage 7.2) were characterized by an over-representation of functional classes related to growth and metabolic activities, reflecting the active seed filling that still went on in these green seeds. These classes included photosystem light reaction, starch synthesis, lipid metabolism and amino acid degradation, as well as storage proteins, protein targeting secretory pathway and cell vesicle transport. At stage 7.2–7.3, these classes were no longer over-represented, indicating the end of seed filling at the molecular level. From this developmental stage onwards, the class “abiotic stress” became overrepresented, as well as functional classes related to raffinose family sugars and protein degradation (ubiquitin), whereas classes corresponding to “signaling” became underrepresented. At stage 8.1, a transition occurred with a temporary overrepresentation of protein synthesis (elongation and ribosomal protein synthesis) and an underrepresentation of cell wall degradation and biotic stress. From stage 8.2 onwards, functional classes that became overrepresented were related to mitochondrial electron transport/ATP synthesis and abiotic stress (wounding/touch) (Fig 4).

**Fig 4:**
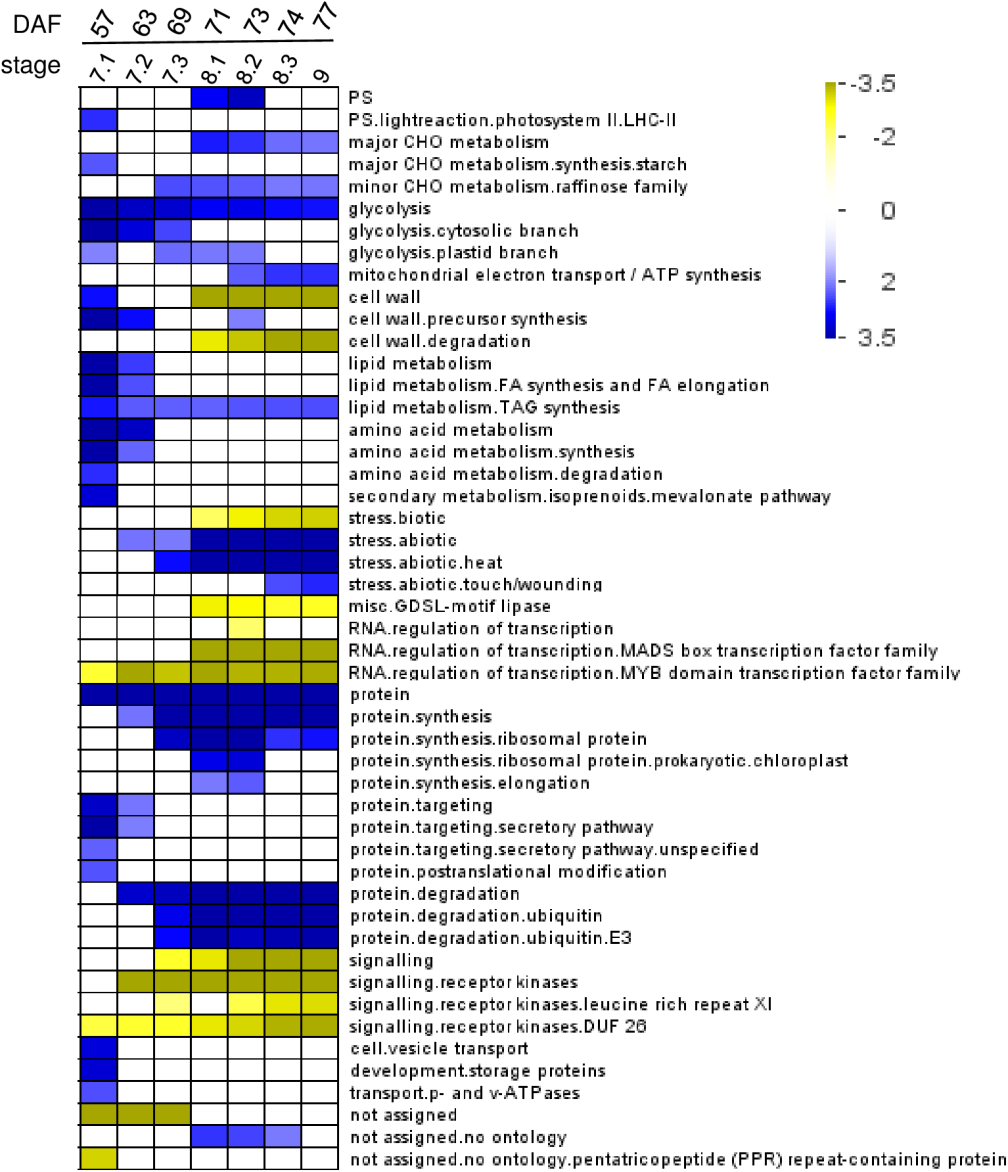
Over-representation analysis of functional classes during seed maturation. Functional classes and subclasses statistically affected are indicated according to Mapman ontology. Data were subjected to a Bin-wise Wilcoxon test and resulting p-values were adjusted according to Bonferroni. The scale bar indicates the z-score calculated from p-values (*i*.*e*. p-value of 0.05 represents a z-score of 1.96 after adjustment). Over-represented and under-represented classes are indicated respectively in blue and yellow.

### Accumulation of RFO in relation to the acquisition of longevity

One of the major changes occurring during seed maturation is the accumulation of RFOs. Numerous studies exist on the accumulation of these sugars during soybean seed development [42–44], but how this increase relates to the acquisition of seed longevity is unknown. The transcriptome analysis identified an overrepresentation of genes involved in RFO metabolism during maturation (Fig 4). Considering their controversial role in the survival in the dry state [10], we investigated the accumulation of the different soluble sugars in the axes and cotyledons during seed maturation and assessed whether these metabolic changes occurred in relation to the acquisition of longevity (Fig 5). Both in axes and cotyledons, glucose (Glc) and fructose (Fru) contents were highest during the seed filling phase and decreased throughout further maturation to almost undetectable levels. For Glu, this decrease occurred earlier in cotyledons compared to axes (Fig 5A and 5D). In axes, Suc contents remained high during the seed filling phase at around 80 mg/g DW (Fig 5B). At 57 DAF, Suc started to decrease until 73 DAF, when the seed moisture was 28% (DW basis). In cotyledons, Suc levels exhibited a sharp decrease at the end of the seed filling phase from 33 mg/DW at 57 DAF to 13 mg/g DW at 63 DAF (stage 7.2), concomitant with the decrease in Glu content and increase in longevity. Thereafter, Suc content remained constant until the dry state, representing 55% of the total amount of soluble sugars in the cotyledons. Stachyose (Sta) was the preponderant RFO in dry seeds, representing 90% of the total amount of RFO. In axis, its pattern of accumulation coincided with the acquisition of desiccation tolerance rather than longevity (Fig 5C). Sta accumulated during seed filling between 46 and 63 DAF then remained at steady level. In cotyledons, Sta contents increased later during maturation than in axis, along with the increase in longevity until 73 DAF (Fig 5F). Thereafter it decreased by *ca*. 30% during further maturation drying. The RFO/Suc ratio in the axis increased concomitantly with the increase in longevity (Fig 5B). By comparing Fig 5B and 5C, two successive factors contributed to this increase; first the synthesis of Sta (up to stage 7.3) then a decrease in Suc contents. In the cotyledons, the increase in RFO/Suc was mainly driven by the synthesis of RFO. Thus, the RFO/Suc ratio, especially in the embryonic axis, seems to be a good indicator of the seed longevity acquisition during maturation in this indeterminate cultivar.

**Fig 5:**
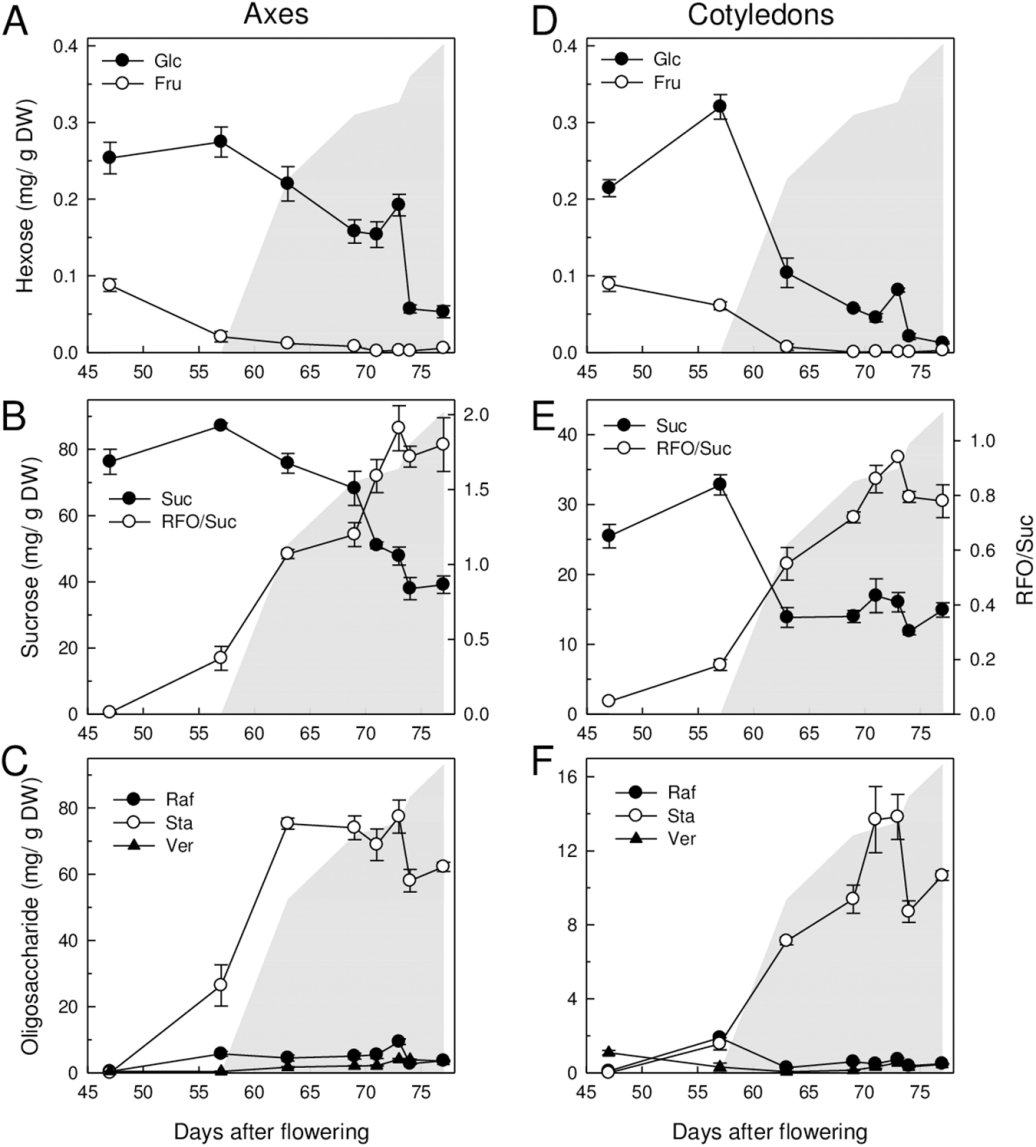
Changes in soluble sugar contents in axis and cotyledons during maturation. Data are the average of triplicates (± SE) using 6 axis (A-C) and 6 cotyledon pairs (D-E) from the 2014 crop. The changes in RFO/Suc ratio are shown in panel B and E for axes and cotyledons, respectively. The increase in longevity (P50) is indicated as a grey area as a help to the eye. (A, D) Glc, glucose and Fru, fructose; (B, E) Suc, sucrose and RFO/Suc ratio; (C, F) Raf, Raffinose, Sta, Stachyose and Ver, Verbascose.

### Identification of the transcription factor network involved in late seed maturation

To obtain information on the regulatory factors underlying the transcriptional and biochemical changes during maturation, changes in transcript profiles of genes encoding TF, representing 1086 genes belonging to 32 families, were further analyzed. To capture the temporal regulation of the TF transcripts during maturation, a gene co-expression network was constructed. The resulting scale-free network contained 499 nodes and 12,183 edges and was visualized using the cytoscape organic layout algorithm (Fig 6A). 

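Among the 549 transcription factors of S4 Table, 520 had a variance of the log2 level above 1 over the 9 libraries of freshly harvested seeds. A Pearson correlation above 0.97, over the libraries in which both had a count, was found for 2148 pairs, and 492 of the transcription factors were in at least 1 such pair. The number of pairs depended on the treatment of low counts and of replicates. It was lowest, 266 pairs among 113 transcription factors, when only genes with at least 10 counts in every library entered, and highest, 4415 pairs, with the mean of the replicates as a single value per stage. Without replicate 1 of stage 7.2 there were 3478 pairs, and without its replicate 2 there were 3405.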

To understand the topology of the network, nodes were colored based on their expression profile, with the stage at which transcript levels were maximum. 

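The stage of maximum level in the counts, with the mean of the replicates at stages 7.2 and 9, was stage 7.1 for 383 of the 549 transcription factors. It was stage 7.2 for 49, stage 7.3 for 26 and stage 8.1 for 13. For 477 of the 549, this was also the stage at which the levels printed in S4 Table were highest. Of the pairs with a correlation above 0.97, 1723 joined transcription factors that both had their maximum at stage 7.1. A further 58 pairs joined these to transcription factors with a maximum at stage 7.2 or 7.3, and 51 lay within the latter group.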

The network consisted of a central cluster of interacting nodes corresponding to genes with highest transcript level at the end of seed filling (Fig 6A, stage 7.1, dark green), followed by a tail composed of probes corresponding to TF with highest transcript level during the transition between seed filling and maturation drying phase (stage 7.2, light green). 

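Transcription factors with a maximum level at stage 8.2, 8.3 and 9 numbered 24, 31 and 23. Within these 3 stages there were 227 pairs with a correlation above 0.97. Only 24 pairs joined them to transcription factors with a maximum at stage 7.1, and 5 to those with a maximum at stage 7.2 or 7.3.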

A second cluster that was disconnected from the main cluster represented TF with transcripts being maximum at stage 8.2 (yellow), 8.3 (orange) and 9 (mature seeds, grey).

**Fig 6:**
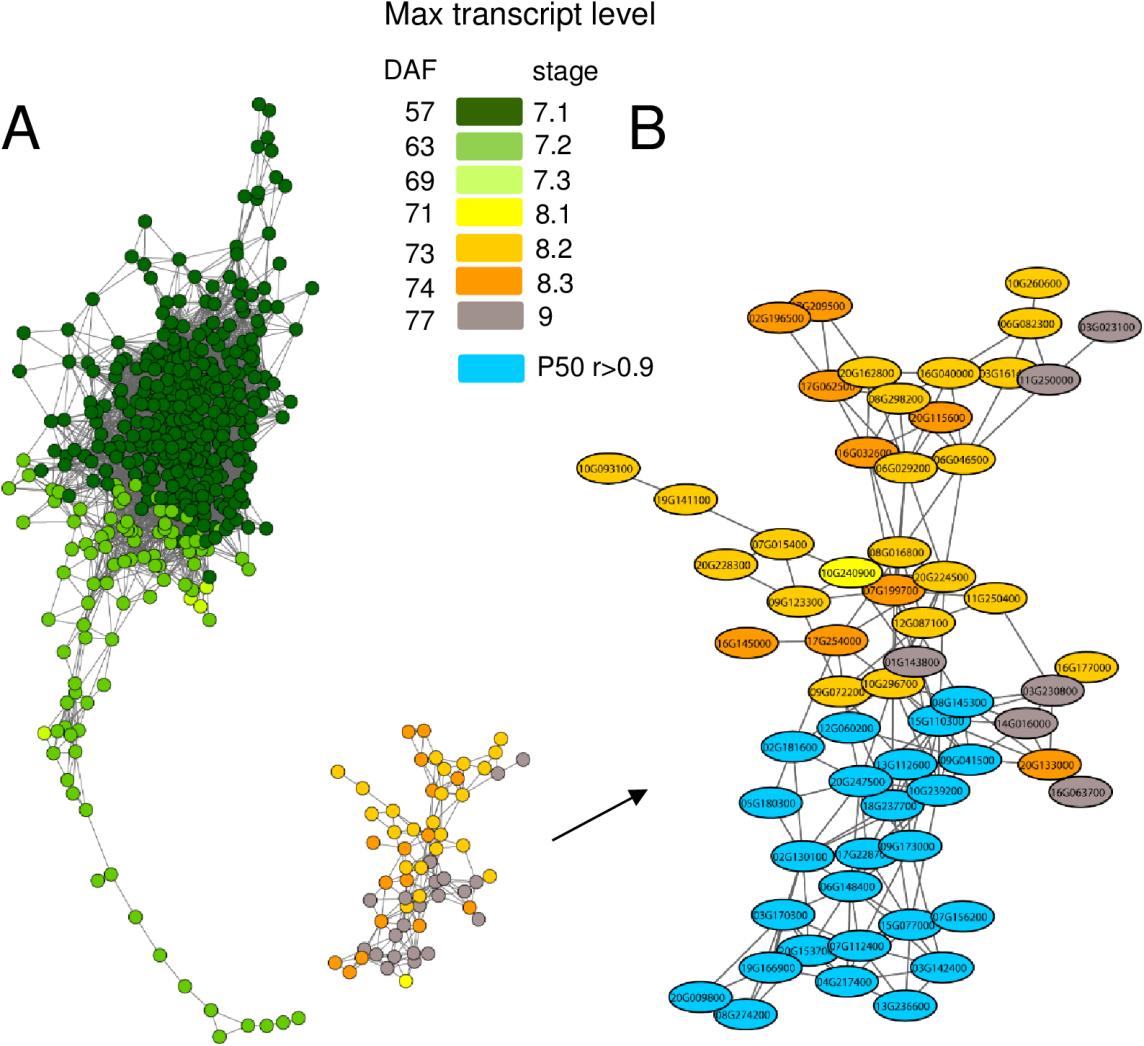
Transcription factor co-expression network of soybean seed maturation. (A) Gene co-expression network of seed maturation visualized using an organic layout in Cytoscape. Temporal analysis of nodes in the network was obtained by coloring each gene by its specific expression profile during seed development. Dark-green; high transcript levels at seed filling (stage7.1); green, light-green and yellow, transitory transcript levels maximum at stage 7.2, 7.3 and 8.1 respectively; light-orange, dark-orange and grey, transcript levels increasing during late seed development, being maximum at stage 8.2, 8.3 and stage 9. (B) Zoom on the gene module corresponding to late maturation. Nodes correlating with longevity (PCC>0.9) are colored in blue. Text labels indicate gene numbers.

Twenty four families of TF were present in the network (S4 Table, Fig 6A). Using a χ^2^ testing the null hypothesis that these families are randomly enriched in the different stages, AP2/EREBP and WRKY were the only families that were significantly enriched in the tail with genes exhibiting a transient expression profile with a maximum level around stage 7.2 and 7.3. 

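Families were taken from the names in S4 Table, and the stage of maximum from the counts, which placed 75 of the 549 transcription factors at stage 7.2 or 7.3. AP2/EREBP accounted for 11 of these 75 (14.7%) and for 53 of the other 474 (11.2%), an odds ratio of 1.37 (two-sided Fisher's exact test, p = 0.437, or 0.577 after Benjamini-Hochberg adjustment over the 2 families). WRKY accounted for 5 of the 75 (6.67%) and 24 of the 474 (5.06%), an odds ratio of 1.34 (two-sided Fisher's exact test, p = 0.577). The AP2/EREBP share moved most, to 17.1%, when only genes with at least 10 counts in every library entered. By the stage of maximum printed in S4 Table, a setting chosen after seeing the data, 111 transcription factors had their maximum at stage 7.2 or 7.3. AP2/EREBP accounted for 18 of these (16.2%, odds ratio 1.65, two-sided Fisher's exact test, p = 0.0993, adjusted to 0.199) and WRKY for 6 (5.41%, odds ratio 1.03, p = 1.0).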

At these stages, AP2/EREBP and WRKY represented 20% (p = 0.005) and 11% (p = 0.048) of all TF found differentially expressed, respectively. A closer inspection of these TF revealed genes involved in germination and organ growth, flowering, chloroplast dismantling, defense and ABA signaling.

Next, we used the trait-based gene significance measure [38] to integrate the acquisition of longevity in the TF gene co-expression network to identify those TF that exhibit transcription profiles highly correlating with P50. For this purpose, PCC were calculated between the transcript levels of all TF genes and the P50 value during maturation (S4 Table). When genes with a PCC>0.9 were projected on the TF network, 27 TFs were identified that formed a highly co-expressed module (blue nodes Fig 6B, S4 Table). 

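P50 at each stage was solved from the levels and the correlations printed in S4 Table, with its scale set by the paper's values at stages 7.1 and 9. It came to 26.1 days at stage 7.2, 36.8 at 7.3, 36.6 at 8.1, 38.4 at 8.2 and 42.6 at 8.3. In the counts, 30 of the 549 transcription factors had a Pearson correlation above 0.9 with P50 over those of the 9 libraries in which they had a count, and 29 of the 30 had a count in all 9. The number was lowest, 23, with stage 7.1 left out. The 30 made up 5.46% of the 549. Among the 16724 genes with a variance above 1, 1217 (7.28%) were above 0.9. Such profiles were therefore not more frequent among these transcription factors than among variable genes. S4 Table lists 26 transcription factors above 0.9, of which 23 were above 0.9 in the counts and 25 had a count in all 9 libraries. Their median correlation was 0.963 and the lowest was 0.868. Correlations with P50 were tested over the 7 stages by exact permutation, two-sided, for 91 named genes. The permutation treats the stages as exchangeable, whereas they follow each other in time and P50 rises along them. A small p can therefore come from any steady change over time and does not link a gene to longevity. All 26 passed a Benjamini-Hochberg value of 0.05 for Pearson's r, and 13 passed it for Spearman's rho, which is not independent evidence because the study chose the 26 for this correlation on the same libraries and P50 was solved from its printed correlations. Without the 2 stages whose P50 lay farthest from the median, r ranged from 0.756 to 0.964 with a median of 0.905. Of the 325 possible pairs among these 26 genes, 138 had a correlation above 0.97. From these correlations the paper concludes that transcription factors with such profiles form a longevity module.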

A total of 8 of the 27 genes belonged to the AP2/EREBP family, including four homologues of ETHYLENE RESPONSE FACTOR (ERF10, a member of the ERF subfamily B4, PCC>0.98) and homologues of the Arabidopsis DREB2C and DREB2F. 

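Among the 26 transcription factors listed above 0.9 in S4 Table, 8 had a name of the AP2/EREBP family, and their Pearson correlation with P50 over the libraries of freshly harvested seeds in which they had a count lay between 0.868 and 0.981. The highest belonged to Glyma.06G148400, named as an ethylene-responsive transcription factor. Over the 7 stages it had r = 0.983 (exact permutation test, two-sided, p = 0.000397, or 0.00516 after Benjamini-Hochberg adjustment) and rho = 0.964 (exact permutation p = 0.00278, adjusted to 0.0267). Without the 2 stages farthest from the median P50, its r was 0.955. Its normalized count rose from 76.95 at stage 7.1 to 910 and 775 at stage 7.2 and 11240 and 11590 at stage 9. For Glyma.07G156200, named as DRE-binding protein 2D1, r was 0.936 (exact permutation p = 0.0111, adjusted to 0.023), rho was 0.536 (exact permutation p = 0.236, adjusted to 0.341), r without the 2 stages was 0.756, and the normalized count was highest at stage 8.1, at 1463.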

Other TF belonged to families such as WRKY, auxin response factor, homeodomain-like proteins (S4 Table) and X-box binding transcriptional repressor family with a homologue of NUCLEAR TRANSCRIPTION FACTOR X-BOX BINDING LIKE 1 (*NFXL1*), a gene previously found in the longevity modules of *M*. *truncatula* and Arabidopsis co-expression network during seed maturation [24]. In addition, two heat shock factors (HSF, Glyma.03g191100 and Glyma.03g157300) were present in the list of the 27 TFs. 

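The homologue of NFXL1 (Glyma.09G173000) had 109 normalized counts at stage 7.1, 286 and 296 at stage 7.2, 798 at stage 7.3 and 1247 at stage 8.1. From stage 8.2 on, it stayed between 1230 and 1334. Its r with P50 over the 7 stages was 0.952 (exact permutation test, two-sided, p = 0.00397, or 0.0108 after Benjamini-Hochberg adjustment) and its rho was 0.857 (exact permutation p = 0.0238, adjusted to 0.0585). Without the 2 stages farthest from the median P50, r was 0.936. Between freshly harvested seeds of stage 7.2 and stage 9 its log2 fold change was 2.11 (standard error 0.0907, n = 2 libraries each, adjusted p = 6.04e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).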

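Glyma.03G157300, named HSFA6b in S4 Table, rose at each stage of freshly harvested seeds, from 7.09 normalized counts at stage 7.1 to 76.4 and 77.2 at stage 7.2, 249 at stage 8.3 and 535 and 533 at stage 9. Its r with P50 over the 7 stages was 0.992 (exact permutation test, two-sided, p = 0.000397, or 0.00516 after Benjamini-Hochberg adjustment), and 0.945 without the 2 stages farthest from the median P50. Its rho was 0.964 (exact permutation p = 0.00278, adjusted to 0.0267). Between stage 7.2 and stage 9 its log2 fold change was 2.78 (standard error 0.113, adjusted p = 4.39e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other factor, Glyma.03G191100 (HSFA3), had 40.5 normalized counts at stage 7.1, 134 and 110 at stage 7.2, 351 at stage 8.2 and 355 and 416 at stage 9. Its r was 0.976 (exact permutation test, two-sided, p = 0.000794, adjusted to 0.00629) and 0.911 without the 2 stages, and its rho was 0.929 (exact permutation p = 0.00675, adjusted to 0.0267). Its log2 fold change from stage 7.2 to stage 9 was 1.63 (standard error 0.138, adjusted p = 8.32e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).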

RT-qPCR on additional seed samples from different developmental stages validated their increased transcript level during maturation (Fig 7A and 7B), with expression profiles being comparable to those obtained by RNAseq (r^2^>0.8). Interestingly, inspection of the Soybase gene expression profile showed that the paralogs of these two genes are not expressed in seeds. These HSF are transcriptional regulators known to activate small heat shock proteins (HSP). Consistent with this, analysis of the most differentially expressed genes between stage 7.2 and stage 9 (Int(log2)>4) that correlated with longevity (PPC>0.85) shows that many of these genes code for small HSP (Fig 8). 

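The mean log2 difference between stage 9 and freshly harvested seeds of stage 7.2 was above 4 for 280 genes, and 64 of these had a Pearson correlation above 0.85 with P50. Libraries without a count of the gene were left out of this correlation, and 28 of the 64 had a count in all 9 libraries, while the fewest libraries for a gene were 5. This number moved most with DESeq2's regularized logarithm, to 3, and was highest, 152, when stage 7.1 was left out. All 17 genes drawn in Fig 8 had a log2 difference above 4, and their correlation with P50 ranged from 0.680 to 0.944, with 5 above 0.85, of which 2 had a count in all 9 libraries. Over the 7 stages, 12 of the 17 passed a Benjamini-Hochberg value of 0.05 for r and 8 for rho (exact permutation, two-sided), and r without the 2 stages farthest from the median P50 lay between 0.633 and 0.962. Names were given for 10 of the 17 in the supplementary tables, and 7 of these were heat shock proteins. For stage 9 against stage 7.2 the 17 genes were called higher over all 29707 genes tested and also when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Their log2 fold changes ranged from 4.61 to 9.67. Enforced drying raised all 15 of the genes tested, by 5.20 to 7.97, and all 15 were called. Between stage 9 and dried seeds of stage 7.2, 14 of the 17 were higher at stage 9, with log2 fold changes from -1.95 to 3.88. Of the 17, 6 were called over all genes and 12 when adjusted over the list alone, which was chosen on the stage 9 libraries. The class II heat shock protein gene Glyma.14G099900 had 3.39 and 2.05 normalized counts at stage 7.2, 938 at stage 8.3 and 2315 and 2438 at stage 9, a log2 fold change of 9.67 (standard error 0.172, adjusted p = 9.91e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The class I heat shock protein genes Glyma.07G200700 and Glyma.13G176200 followed with 9.46 and 8.35. Without replicate 1 or 2 of stage 7.2 in turn, that of Glyma.07G200700 lay between 8.81 and 11.04, since it had 6.79 and 1.37 normalized counts there. Of the 17 genes, 4 had at most 3 counts in both libraries of stage 7.2, and their fold change is a bound. It was at least 252-fold higher at stage 9 for the small heat shock protein gene Glyma.08G318900, and the lowest of the 4 was at least 17.8-fold. Glyma.14G099900 and Glyma.14G100000 carry the same name and neighbouring identifiers, so the division of reads between them is uncertain. Of the 29707 genes, 5288 were higher and 8063 lower at stage 9 with at least a 2-fold change.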

RT-qPCR data confirmed the increase of transcript levels during final maturation for three sHSPs (Fig 7C–7E).

**Fig 7:**
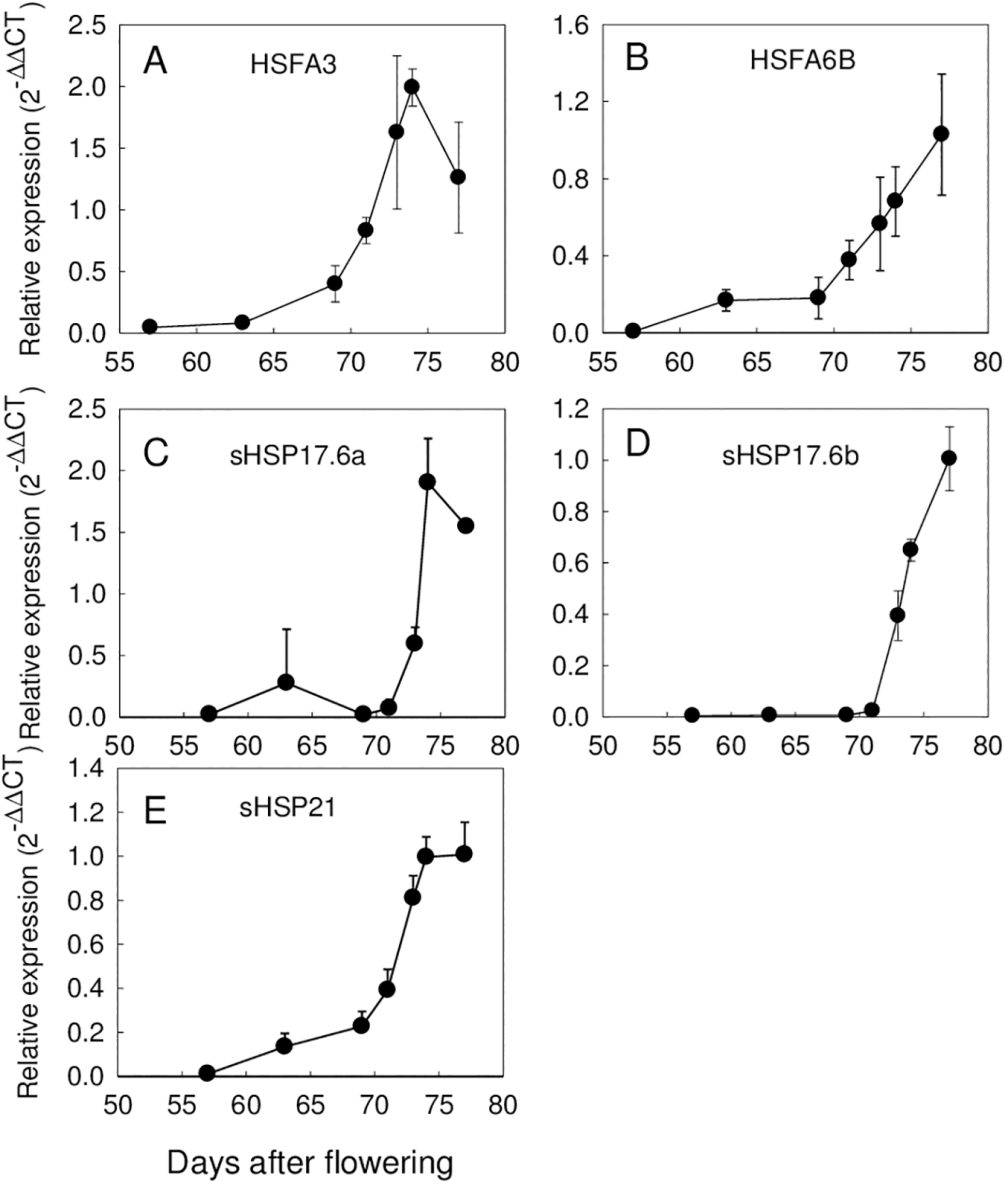
qPCR analysis of selected genes during seed maturation validates RNA-Seq data. (A) Heat shock transcription factor A3 (HSFA3: Glyma.03g191100); (B) Heat shock transcription factor A6B (HSFA6B: Glyma.03g157300); (C) sHSP17a (Glyma.17g224900); (D) sHPS17b (Glyma.14g099900), (E) sHSP21 (Glyma.08g318900). Data (±SE) are the average of three biological replicates of 30 seeds.

**Fig 8:**
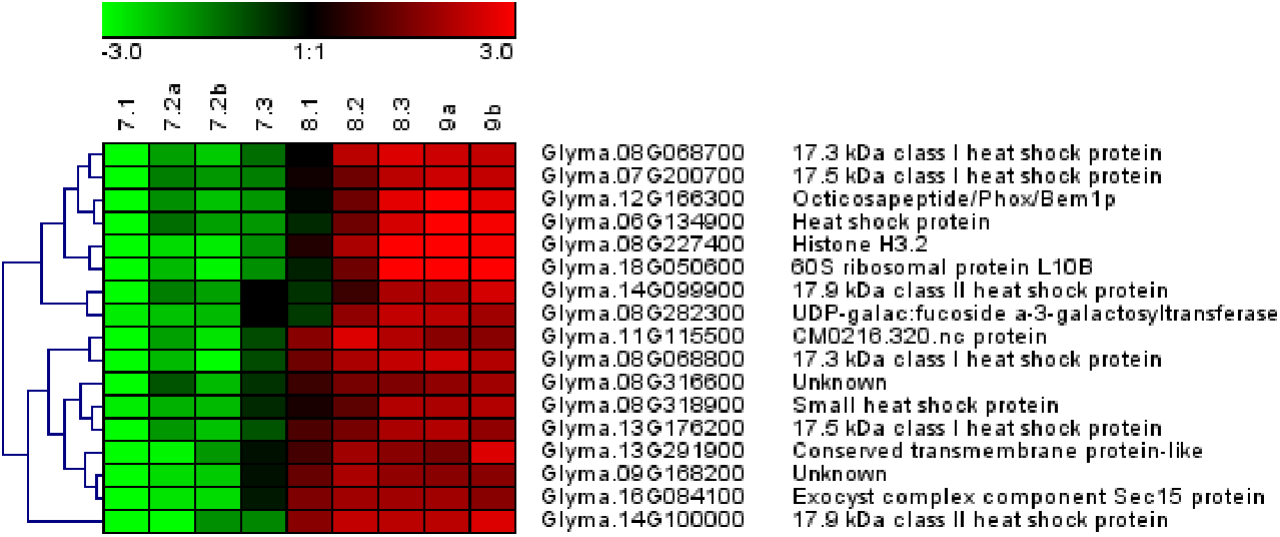
Heat map of most differentially expressed genes correlating with longevity. Genes were retained when the log2 intensity > 4 between stage 7.2 and 9 and that correlate with longevity (PPC P50>0.85). Genes were log2 mean centered and colored from the lowest (green) to highest values (red).

### Comparative analysis of dried, immature short-lived seeds with mature long-lived seeds identifies developmental indicators linked to longevity

Premature drying of immature seeds (stage 7.2) leads to reduced acquisition of longevity compared to fully mature seeds (Fig 2). A comparison of the transcriptome of these immature seeds with fully mature seeds can be used for further investigation of markers for longevity. First, the impact of enforced drying on the transcriptome of seeds harvested at stage 7.2 was visualized by PCA analysis (Fig 3). In comparison with the freshly harvested immature seeds, the transcriptome of the dried immature seeds was positioned between those of seeds harvested at stage 7.3 and 8.1 in the PCA plot (Fig 3). 

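Seeds harvested at stage 7.2, 63 days after flowering, were dried, and 2 libraries of dried seeds were compared with the 2 libraries of freshly harvested seeds of the same stage and the 2 libraries of stage 9. The authors deposited read counts without normalization for these libraries too. The counts summed to 12881662 and 60626937 in the dried replicates. Each comparison was fitted on its own 4 libraries with edgeR's TMM normalization, its filter on low counts and its quasi-likelihood F test. Genes were called at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05. The dried replicates differed from each other by more than the others did. Over 15794 genes with a mean of at least 100 normalized counts, the standard deviation of the log2 difference was 0.66 between the dried replicates, 0.23 between the freshly harvested replicates of stage 7.2 and 0.22 between those of stage 9. Between the dried replicates, 1381 of these genes were over 2-fold higher and 283 over 2-fold lower in replicate 2.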

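On the principal component with most variance, the dried libraries lay at 39.0 and 42.5. Setting the mean of freshly harvested stage 7.2 at 0 and that of stage 9 at 1, this was 0.747 and 0.765 of the way, against 0.462 for stage 7.3 and 0.810 for stage 8.1. With log2(normalized count + 0.1), which moved the mean of the dried libraries most, to 0.815, the dried libraries lay at 0.718 and 0.912 and stage 8.1 at 0.903. Among genes with at least 10 counts in every fresh library, they lay at 0.772 and 0.832 and stage 8.1 at 0.799. On the component that held 7.63% of the variance, the dried libraries lay at 46.7 and 79.7, away from stages 7.3 at -26.6 and 8.1 at -49.9.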

Apparently, premature drying accelerated the maturation of the seeds: *in planta*, the time lapse between stage 7.2 and 7.3 was 6–7 days (Fig 1), whereas it took only two days to dry the seeds harvested at stage 7.2.

Transcriptome comparison between immature, rapidly dried seeds and mature seeds identified 742 genes with transcripts that were significantly higher in seeds with high longevity compared to those with low longevity, whereas 1525 genes had transcripts that were lower in the seeds with high longevity (S5 Table). 

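Of 25797 genes tested between stage 9 and dried seeds of stage 7.2 (n = 2 libraries each), 713 were higher and 1296 were lower at stage 9. The smallest adjusted p was 0.0255 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that no gene passed an adjusted p of 0.01, whereas 1344 genes were higher and 2784 lower by 2-fold at an unadjusted p under 0.05. Without the filter on low counts, the setting that gave most calls, 1422 genes were higher and 3306 lower. Of the 742 genes in the paper's list of higher transcripts, 638 were called higher here. The largest increase at stage 9 was in a class II heat shock protein gene (Glyma.17G224900), with 15.8 and 7.42 normalized counts in dried seeds and 176 and 272 at stage 9, a log2 fold change of 4.46 (standard error 0.441, adjusted p = 0.0258 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Glyma.06G142900 followed with 4.38 (standard error 0.23). With each library left out in turn, the former lay between 3.78 and 4.88 and the latter between 4.15 and 4.58, so that their order is uncertain. Among the largest decreases were those of a non-specific lipid-transfer protein gene (Glyma.01G130200), with a log2 fold change of -4.59 (standard error 0.655, adjusted p = 0.029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of a seed-specific low molecular weight sulfur-rich protein gene (Glyma.06G160300), with -4.34 (standard error 0.767). Both had over 3 times as many normalized counts in the dried replicate 2, and with that replicate left out their log2 fold changes were -3.47 and -3.0. The heat shock factor Glyma.03G157300 was higher at stage 9 by 1.87 (standard error 0.213, adjusted p = 0.0258 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Glyma.03G191100 the log2 fold change was -0.01 (standard error 0.225, adjusted p = 0.975 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its sign changed with the processing. The paper states that this comparison can be used to look for markers of longevity.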

Next, we investigated how many of these transcripts also changed during enforced drying. For this purpose, a statistical analysis was performed to identify the differentially expressed genes in seeds of stage 7.2 before and after enforced drying (S5 Table). 

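Between dried and freshly harvested seeds of stage 7.2 (n = 2 libraries each), 30132 genes were tested, and 4507 were higher and 5387 lower after enforced drying. The smallest adjusted p was 0.00202 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Requiring an adjusted p under 0.01 moved these numbers most, to 2563 and 2301. Which direction had more genes depended on the method, with 4513 higher and 3893 lower by DESeq2 and 4414 and 3891 with its shrunken fold changes. A gene named as 60S ribosomal protein L10B (Glyma.18G050600) rose most, from 114 and 69.0 normalized counts in freshly harvested seeds to 14710 and 30780 after drying, a log2 fold change of 7.97 (standard error 0.592, adjusted p = 0.00202 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of Glyma.13G291900 and Glyma.08G229300, which the files do not pair with a name, were 7.71 and 7.70. With each library left out in turn, Glyma.18G050600 lay between 7.33 and 8.41, Glyma.13G291900 between 7.15 and 8.83 and Glyma.08G229300 between 7.36 and 7.97, so that the order of these genes is uncertain. Among the largest decreases, Glyma.13G047300 was at least 36.9-fold lower and Glyma.06G102000 at least 34.6-fold lower, both at 0 in the dried libraries and without a name in the files. The heat shock factors rose by 1.67 (Glyma.03G191100, standard error 0.247, adjusted p = 0.00563 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.93 (Glyma.03G157300, standard error 0.239, adjusted p = 0.0263 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the latter below the 2-fold threshold.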

A total of 5423 transcripts were up-regulated and 4931 down-regulated upon enforced drying of the seeds. 

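Of 25495 genes tested in both comparisons, 114 were higher at stage 9 than in dried seeds and also higher after drying. They made up 16.7% of the 683 genes called higher at stage 9 and tested in both, and independent calls would give 119. Without the filter on low counts there were 218 such genes, and at an adjusted p under 0.01 with edgeR there were 0. DESeq2 with shrunken fold changes at an adjusted p under 0.01, a setting chosen after seeing the data, gave 85. Of the paper's 139 genes, 106 were among the 114. Both comparisons use the same dried libraries, on opposite sides, so that chance values of these libraries move the log2 fold changes of the comparisons apart. In 10 simulations with unchanged groups and the same spread in each group, the correlation of the log2 fold changes across genes was -0.525 on average. The larger spread between the dried replicates was not part of the simulations. The observed correlation was -0.154, with 47.4% of genes changed in the same direction against 32.7% in the simulations.

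**Figure D1:**
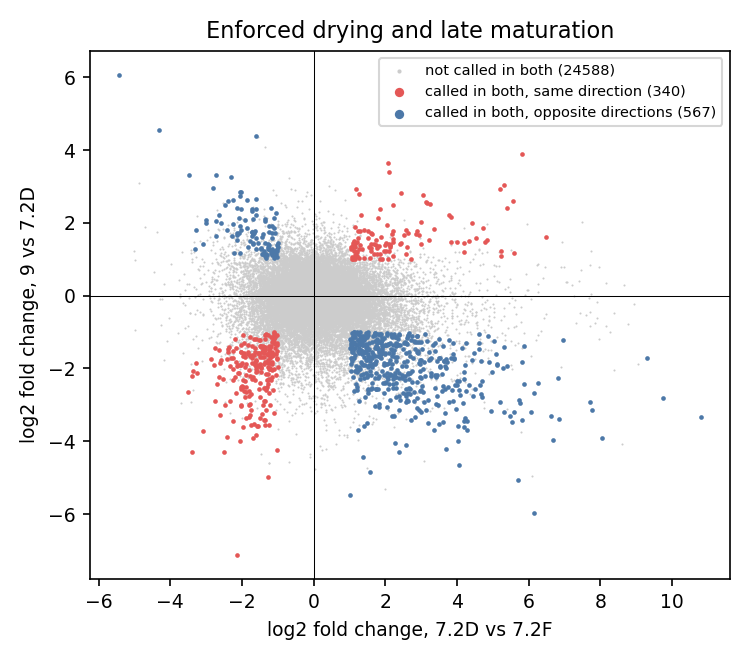
Log2 fold change of stage 9 against dried stage 7.2 seeds, plotted against the log2 fold change of dried against freshly harvested stage 7.2 seeds, for 25495 genes tested in both comparisons (1 point per gene). Genes called in both in the same direction (340), in opposite directions (567) and not in both (24588) are drawn in red, blue and grey.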

The Venn diagram (Fig 9) shows that out of the 742 genes with higher transcript level at stage 9 compared to stage 7.2D, 139 (19%) also increased significantly during enforced drying. For the down-regulated transcripts, 207 out of the 1525 (14%) also responded to the enforced drying of the immature seeds (Fig 9, S5 Table).

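In the counts, 226 genes were lower at stage 9 than in dried seeds and also lower after drying, 17.4% of the 1296 genes called lower at stage 9, where independent calls would give 149. A larger number, 463 genes (35.7%), were lower at stage 9 and higher after drying, against 225 from independent calls. A further 104 genes were higher at stage 9 and lower after drying, against 78.4 from independent calls.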

**Fig 9:**
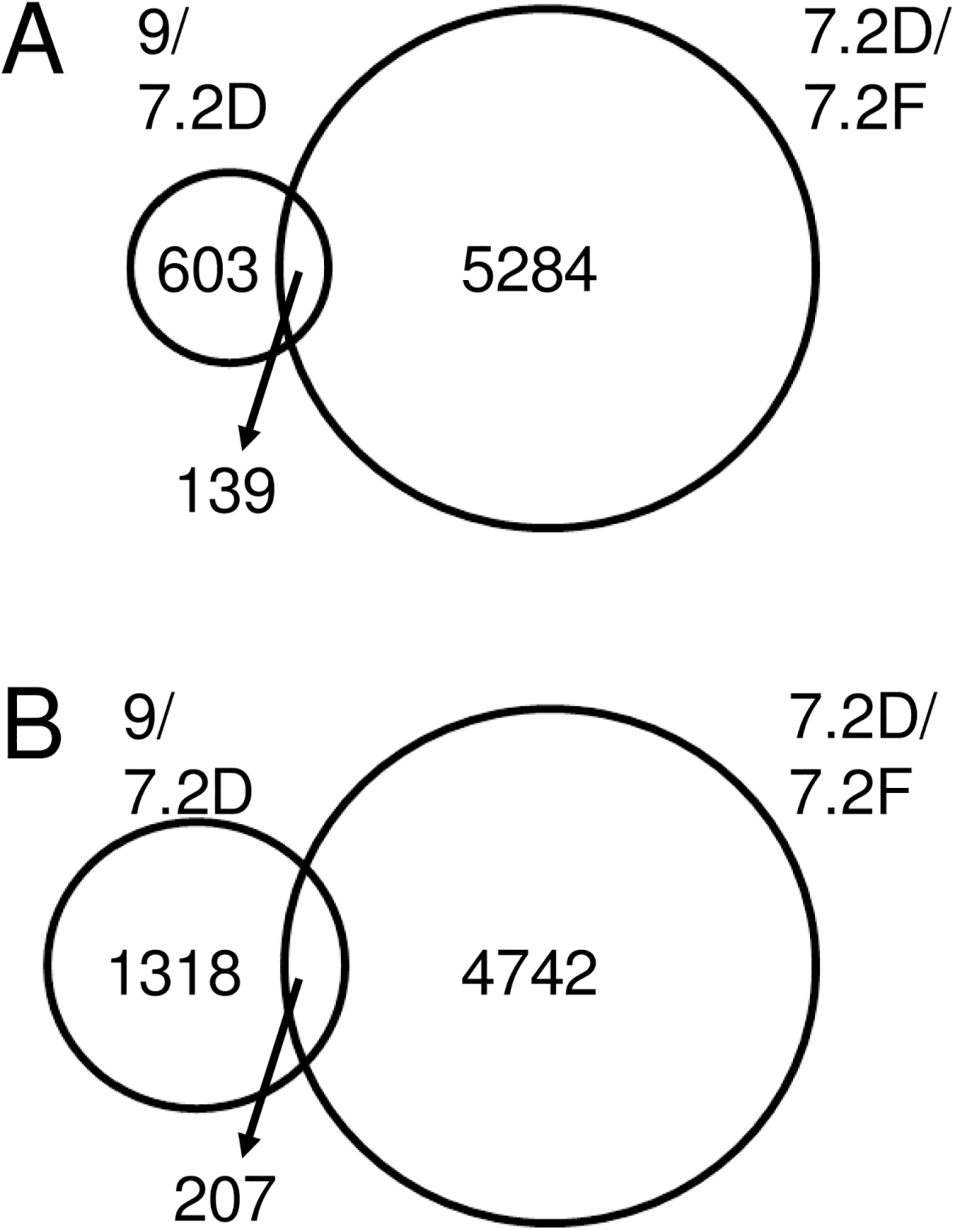
Venn diagrams identify transcripts correlating with longevity. Venn diagrams comparing transcripts that are differentially expressed in immature seeds that are rapidly dried at stage 7.2 (7.2D) compared to dry, mature seeds (stage 9) and transcripts that are differentially expressed between freshly harvested seeds at stage 7.2 (7.2F) and rapidly dried seeds at stage 7.2 (7.2D). Genes were considered statistically different when the absolute ratio was at least two fold with a P(BH)<0.01. (A). Number of genes with higher transcript levels in 9 vs 7.2D. (B). Number of genes with lower transcript levels in 9 compared to 7.2 D.

A Gene Ontology (GO) enrichment analysis of the 139 differentially expressed genes with higher transcript level in both dried immature seeds and dry mature seeds revealed an overrepresentation of biological functions related to response to heat, hydrogen peroxide and high light intensity (Table 2). 

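Gene Ontology terms were not analysed here, and names in S5 Table were used in their place. Of the genes in the paper's list that were called higher at stage 9, 107 were also called higher after drying and 531 were not. A name of a heat shock protein or chaperone was given for 18 of the 107 (16.8%) and 25 of the 531 (4.71%), an odds ratio of 4.08 (two-sided Fisher's exact test, p = 4.63e-05). The test treats genes as independent, which members of a gene family with shared reads are not. It compares the groups with each other and not with the genome, as the paper did.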

A closer look at the expression profiles of these genes showed that they increased sharply between stage 7.2 and stage 8.1, with a further gradual increase until stage 9 (S3 Table). 

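For the paper's 139 genes, the median change in log2(normalized count + 1), a scale that understates the change of low genes, was 0.86 from stage 7.2 to 7.3 and 1.68 from stage 7.3 to 8.1. It was 0.63 from stage 8.1 to 8.2, 0.08 from 8.2 to 8.3 and 0.04 from 8.3 to 9. From stage 7.2 to 8.1 the median rose by 2.45, above all 10000 random lists of the same size matched on mean expression. From stage 8.3 to 9 its percentile among such lists was 93.4. Enforced drying of stage 7.2 seeds raised the median by 1.95. The list was chosen by the study on the libraries of stages 7.2 and 9, so these percentiles describe the libraries and are no test.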

Considering that enforced drying resulted in a transcriptome that was comparable to stages 7.3–8.1, the increased transcript levels between 7.2F and 7.2D could be the result of an accelerated maturation.

**Table 2:** GO enrichment analysis of the 139 differentially expressed transcripts that are significantly higher at stage 9 compared to 7.2 after drying and common between 7.2D/7.2F and 9/7.2D.

GO term	GO description	Genome GO count	Expressed GO	Corrected P-value
***Overrepresented***				
**GO:0009408**	response to heat	659	36	2.43E-22
**GO:0042542**	response to hydrogen peroxide	511	29	3.13E-18
**GO:0009644**	response to high light intensity	582	29	1.06E-16
**GO:0006457**	protein folding	779	29	2.24E-13
**GO:0034976**	response to endoplasmic reticulum stress	483	18	6.19E-08

Analysis was performed using the GO enrichment tool of Soybase using the Glyma 2.0 gene models.

An analysis of the enrichment of biological functions of the 603 genes that were up-regulated during maturation drying *in planta* but not upon enforced drying of freshly harvested seeds of stage 7.2 revealed functions related to pyrimidine ribonucleotide biosynthetic process, protein import into nucleus and protein targeting to mitochondrion, and nucleosome assembly (Table 3). 

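By names in S5 Table, histone genes made up 12 of the 531 genes (2.26%) called higher at stage 9 but not after drying, and 3 of the 107 (2.80%) called higher in both. The odds ratio between the groups was 1.25 (two-sided Fisher's exact test, p = 0.726). This test compares parts of the list of genes higher at stage 9 with each other, whereas the paper set its genes against the genome. It therefore has no bearing on the paper's enrichment of nucleosome assembly. The other functions of the 531 genes were not analysed here.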

Another biological function that was overrepresented is RNA methylation.

**Table 3:** GO enrichment analysis of the differentially expressed transcripts that are significantly higher at stage 9 compared to 7.2 after drying and not induced upon drying between 7.2F and 7.2D.

GO term	GO description	Genome GO count	Expressed GO	Corrected P-value
***Overrepresented***				
GO:0009220	pyrimidine ribonucleotide biosynthetic process	315	28	4.63E-21
GO:0006606	protein import into nucleus	243	23	2.69E-16
GO:0006626	protein targeting to mitochondrion	235	19	9.13E-15
GO:0006334	nucleosome assembly	128	12	2.62E-13
GO:0006164	purine nucleotide biosynthetic process	75	9	3.09E-08
GO:0001510	RNA methylation	418	22	9.26E-07
***Underrepresented***				
**GO:0006952**	defense response	1116	1	3.84E-05

Analysis was performed using the GO enrichment tool of Soybase using the Glyma 2.0 gene models.

Regarding the 207 genes that were down-regulated between stage 7.2D and stage 9 as well as stage 7.2F and stage 7.2D, no GO enrichment was found. In contrast, the enrichment analysis of differentially expressed genes with lower transcript levels in seeds with high longevity (1318) revealed an overrepresentation of biological functions related to response to generation of precursor metabolites, transcription, as well as cellular respiration (Table 4). In addition, biological processes to photosynthesis were down-regulated. A closer inspection of the list of genes belonging to these GO categories revealed that all of them were associated with various chloroplast functions such as photosynthesis and starch and lipid synthesis. 

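The supplementary tables give 96 genes a best hit in the plastid genome of Arabidopsis, and 93 of them have an identifier on a numbered chromosome, so they are called plastid-like here. Genes on the plastid chromosome itself were not analysed here. Of 95 plastid-like genes tested between stage 9 and dried seeds of stage 7.2, 86 were called lower and 0 higher at stage 9, but 95 of the 96 come from the paper's own list of genes lower at stage 9 in these libraries, so that this is not independent evidence. The log2 fold change was -2.94 for a photosystem Q(B) protein gene (Glyma.13G028200, standard error 0.284, adjusted p = 0.0258 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -2.47 (standard error 0.234) for Glyma.12G061600, with a Rubisco large subunit name, -3.14 (standard error 0.344) for Glyma.12G232000, an ATP synthase subunit alpha, and -3.70 (standard error 0.426) for Glyma.14G132100, a maturase K, each with an adjusted p of 0.0258 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These genes were chosen after their values were seen, as examples of the functions in S5 Table. Reads of the plastid genome and of nuclear copies of plastid genes share sequence, so the origin of these transcripts is uncertain.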

Interestingly, the list also contained 69% of the soybean chloroplast genes (77 out 111, S5 Table), including those involved in the photosystem II reaction, ATP synthase sub-units, Calvin cycle (Rubisco large subunit), chlorophyll binding and translation (RNA polymerase, ribosomal proteins, maturase K). In addition, we found two homologues of STAY-GREEN1; an important gene involved in chlorophyll catabolism and photosystem degradation [45]. 

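Glyma.11G027400 and Glyma.01G214600, both named as senescence-inducible chloroplast stay-green proteins in S5 Table, were chosen after their values were seen. Glyma.11G027400 had 6702 and 6504 normalized counts in dried seeds of stage 7.2 and 2387 and 2820 at stage 9, a log2 fold change of -1.36 (standard error 0.196, adjusted p = 0.0291 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Glyma.01G214600 it was -1.30 (standard error 0.213, adjusted p = 0.0341 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).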

A large number of these genes were strongly upregulated in seeds of stage 7.2 that were submitted to enforced drying compared to freshly harvested seeds (S5 Table). 

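Of the 95 plastid-like genes with a mean of at least 10 normalized counts over these libraries, all 95 were higher in dried than in freshly harvested seeds of stage 7.2, with a median change of 2.75 in log2(normalized count + 1), and 94 of the 95 tested were called higher. Since 95 of the 96 come from the paper's list of genes higher in these dried libraries than at stage 9, they were chosen in part for high values in dried seeds, and this is not independent evidence. These genes took 1.40 and 1.01 of every 10000 reads in freshly harvested seeds and 6.11 and 7.18 after drying. The log2 fold change of the photosystem Q(B) protein gene Glyma.13G028200 was 5.77 (standard error 0.368, adjusted p = 0.00202 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), that of Glyma.12G061600 3.62, that of Glyma.12G232000 2.94 and that of Glyma.14G132100 3.35. The stay-green genes Glyma.11G027400 and Glyma.01G214600 rose by 1.39 (standard error 0.215, adjusted p = 0.00641 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.03 (standard error 0.228, adjusted p = 0.0166 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among genes with at least 10 counts in every library compared, the value for Glyma.01G214600 was 0.89, below the 2-fold threshold.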

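In freshly harvested seeds, 58 of 72 plastid-like genes with a mean of at least 10 normalized counts over the libraries compared were higher at stage 8.1 than at stage 7.2, with a median change of 0.51 in log2(normalized count + 1). At stage 7.3, 83 of 85 were higher than at stage 7.2, with a median of 1.76, and at stage 8.2 all 93 were higher, with a median of 2.88. From stage 8.2 to 8.3 all 94 genes fell, with a median log2 change of -3.16. Plastid-like genes took 3.59 of every 10000 reads at stage 7.3 (95% Wilson interval 3.51 to 3.67), 1.65 at stage 8.1 (1.58 to 1.72), 9.74 at stage 8.2 (9.60 to 9.87) and 0.862 at stage 8.3 (0.825 to 0.901). The intervals cover counting error only. At stage 9 the shares were 1.52 and 1.5.

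**Figure D2:**
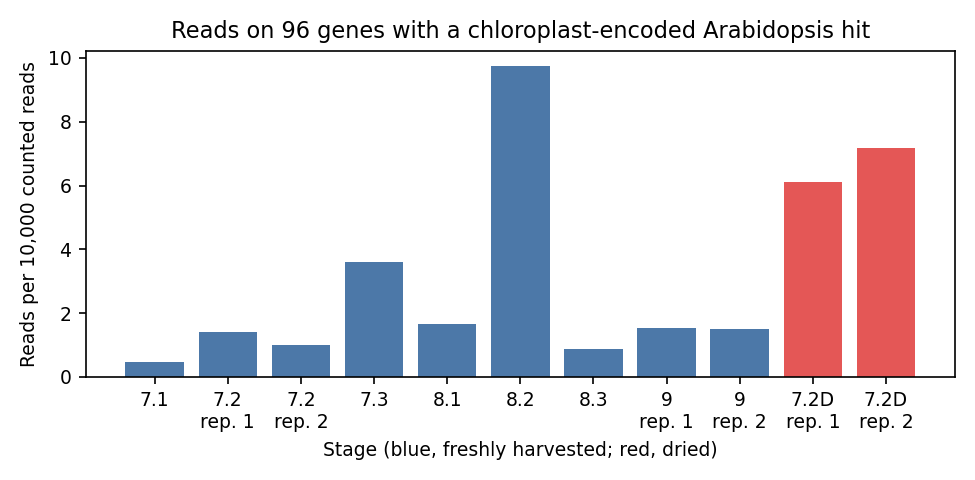
Reads on plastid-like genes per 10000 counted reads in each library, with 1 bar per library (blue, freshly harvested; red, dried). Stage 8.2 has 9.74 and the dried libraries of stage 7.2 have 6.11 and 7.18, without replicates at stage 8.2.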

Considering the acceleration of maturation in the dried seeds, this increase can be explained in part by their transitory expression profile, with transcript levels being higher in seeds at stage 8.1 compared to stage 7.2 (S3 Table).

**Table 4:** GO enrichment analysis of the 1318 differentially expressed transcripts that are significantly lower at stage 9 compared to prematurely dried seeds at stage 7.2.

GO term	GO description	Genome GO count	Expressed GO	Corrected P-value
**Overrepresented**				
**GO:0006091**	generation of precursor metabolites and energy	116	75	4.86E-82
**GO:0006354**	DNA-dependent transcription, elongation	225	75	4.58E-54
**GO:0015979**	Photosynthesis	452	89	3.33E-43
**GO:0019684**	photosynthesis, light reaction	320	42	6.04E-13
**GO:0045333**	cellular respiration	53	15	1.71E-08
**GO:0009772**	photosynthetic electron transport in photosystem II	28	11	1.47E-07
**GO:0009414**	response to water deprivation	888	62	5.35E-07
***Underrepresented***				
**GO:0009909**	regulation of flower development	744	1	8.88E-06
**GO:0006468**	protein phosphorylation	2386	32	3.65E-04

Analysis was performed using the GO enrichment tool of Soybase using the Glyma 2.0 Gene Models

Furthermore, an overrepresentation was found of processes related to water deprivation and salt stress (Table 4), which included genes involved in RFO metabolism such as galactinol synthase (Glyma.03g229800, Glyma.20g094500), raffinose synthase (Glyma.06g179200). 

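The galactinol synthase gene Glyma.03G229800 had 1308 and 1249 normalized counts in dried seeds of stage 7.2 and 512 and 626 at stage 9, a log2 fold change of -1.19 (standard error 0.183, adjusted p = 0.0314 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the galactinol synthase gene Glyma.20G094500 it was -1.60 (standard error 0.204, adjusted p = 0.0269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The raffinose synthase gene Glyma.06G179200 had a log2 fold change of -1.42 (standard error 0.24, adjusted p = 0.0354 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Enforced drying had raised the galactinol synthase genes by 1.78 (standard error 0.182) and 1.99 (standard error 0.223), with adjusted p-values of 0.00274 and 0.00318 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It had raised Glyma.06G179200 by 0.99 (standard error 0.305, adjusted p = 0.045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the 2-fold threshold, which it passed with DESeq2 in place of edgeR, at 1.00, and with DESeq2's size factors in place of TMM, at 1.02.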

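Names in S5 Table gave 4 genes as E3 ubiquitin-protein ligase RGLG2 (Glyma.19G051500, Glyma.16G068400, Glyma.19G124300 and Glyma.19G078600), which were chosen after their values were seen. All were lower at stage 9 than in dried seeds of stage 7.2, with log2 fold changes of -1.41, -1.45, -1.41 and -1.97. Glyma.19G051500 was the most abundant, with 3301 and 3284 normalized counts in dried seeds and 1255 and 1250 at stage 9 (standard error 0.172, adjusted p = 0.0266 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also higher in dried than in freshly harvested seeds of stage 7.2, by 1.48 (standard error 0.198, adjusted p = 0.00449 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Glyma.16G068400 that change was 0.48 (standard error 0.243, adjusted p = 0.162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.33 for Glyma.19G124300 (standard error 0.179, adjusted p = 0.182 from the same test). Glyma.19G078600 went the other way, with -0.14 (standard error 0.184, adjusted p = 0.57 from the same test).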

In the GO term “response to water deprivation”; we noticed two Arabidopsis homologues of a RING domain ligase, namely RGLG1 and RGLG2, that have a ubiquitin E3 ligase activity and mediate the transcription of AtERF53 in response to drought [46].

## Discussion

Poor longevity results in economic losses due to the impossibility of carry-over of seed lots, having lost their vigor and viability so that they are no longer marketable. Identification of the underlying regulatory factors should provide information to design marker for prebreeding aiming to improve soybean seed quality. In developing soybean seeds, physiological maturity corresponds to the stage when final seed weight is reached, germination/desiccation tolerance and seed vigor are acquired [4, 25, 27]. In this study using an indeterminate cultivar, physiological maturity corresponded to stage 7.2, in agreement with previous works [4]. At this stage, most seeds were detached from the mother plant and had lost most of their chlorophyll. However, our physiological, sugar and transcriptome data show that the seed maturation program has not yet ended at physiological maturity. An additional period of 14 days after physiological maturity is necessary to acquire maximum longevity (Fig 2), in agreement with previous data on other genotypes [25, 26]. During this period, we detected 16,248 transcripts being differentially expressed until the developing seeds reached the dry state. Our RNAseq study complements and extends previous transcriptome characterization of soybean seed development [28–33]. These studies focused mostly from fertilization to end of seed filling whereas here we characterized the phase from end of seed filling to final maturation drying. Our RNAseq data and co-expression network analysis suggest that complex transcriptome changes occur after the so-called physiological maturity until the dry state, identifying several TFs associated with seed longevity. Several of these TFs were previously identified in a gene co-expression network associated with longevity in *M*. *truncatula* and Arabidopsis [24] and thus provide new resources for marker of seed development.

### Important transcriptional changes occur after mass maturity before the onset of desiccation

A salient feature of the genetic program that occurs during late seed maturation is a transitory phase that is delimited by two transcriptional switches, one from stage 7.1 to stage 7.2, marked by the end of seed filling, and the second between stages 7.3 and 8.1 (Fig 3). Phenotypically, this phase is accompanied by the loss of chlorophyll, acquisition of desiccation tolerance and the biggest increase in RFO sugars (Figs 2 and 6). A transcriptome shift was also observed in Arabidopsis during maturation and attributed to the desiccation of the seed [47]. This is not the case in soybean, since seed moisture content at stage 7.3 was around 1.2 g water/g DW, thus before the desiccation phase *per se*. However, during this transitory phase, seeds loose their connection to the mother plant. Concomitantly, changes in the transcriptome suggest the activation of a post-abscission program to prepare for the dry state and germination by synthesizing mRNA that will be stored until seed imbibition [48]. Several observations support this hypothesis. Genes with expression profiles that show maximum transcript levels at stage 7.2 or 7.3, i.e. represented by the tail of the co-expression network (Fig 6), are significantly enriched in members of the AP2/EREBP and WRKY families. AP2/EREBP transcription factors play an important role in controlling developmental processes and in hormone, sugar and redox signaling in relation with abiotic stresses [49]. Their over-representation in developing soybean seeds was also reported by Jones & Vodkin [32]. Several homologues were found to be co-regulated with the induction of longevity in the legume *M*. *truncatula* [23]. 

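The WRKY gene Glyma.13G310100 had 23.3 normalized counts at stage 7.1, 903 and 1035 at stage 7.2, 867 at stage 7.3 and 479 and 462 at stage 9, a log2 fold change from stage 7.2 to stage 9 of -1.06 (standard error 0.0951, n = 2 libraries each, adjusted p = 1.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The zinc finger gene Glyma.12G205700 had 15490 and 17960 at stage 7.2, 19590 at stage 7.3 and 2344 at stage 8.2, with a log2 fold change to stage 9 of -1.64 (standard error 0.116, adjusted p = 1.98e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Glyma.02G058500, another zinc finger gene, had 138 normalized counts at stage 7.1, 469 and 599 at stage 7.2, 389 at stage 7.3 and 51.0 at stage 8.2, with a log2 fold change to stage 9 of -2.03 (standard error 0.167, adjusted p = 6.67e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).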

Most of the TFs were related to germination and growth, such as a homolog of WRKY6 (Glyma.13g310100) that in Arabidopsis acts as a positive regulator of ABA signaling during seed germination and early seedling development [50], the homolog of SOMNUS (Glyma.12g205700), the homolog of HOMEOBOX 1 (HB-1), involved in hypocotyl growth under short days [51] and a homolog of INDETERMINATE DOMAIN1/ENHYDROUS (Glyma.02g058500), that in Arabidopsis promotes the transition to germination by regulating light GA effects and ABA signaling during seed maturation [52]. 

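The ABI3-like gene listed in S4 Table as Glyma.02G200500 had 9.11 normalized counts at stage 7.1, 105 and 94.9 at stage 7.2, 123 at stage 7.3, 59.2 at stage 8.1 and 23.4 and 18.4 at stage 9. Between stage 7.2 and stage 9 its log2 fold change was -2.26 (standard error 0.227, adjusted p = 3.59e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).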

We also found a B3 transcriptional repressor (Glyma.02g36090) whose Arabidopsis homologue is a negative regulator of seed size in developing seeds [53]. Transcripts associated with protein degradation via the SCF family of modular E3 ubiquitin pathway increased during maturation drying at stage 7.3. This observation is in agreement with previous studies [28, 32]. These proteins are known to filter the proteome by degrading key regulatory proteins as main targets [54]. This suggests that the drying seeds are setting up a machinery for post-translational regulation before entering in the dry state that will presumably serve upon imbibition.

### An emerging picture of longevity-related genes identifies confirmed regulators and newcomers in legume seeds

The network analysis revealed 27 TF whose transcript profiles are correlated with P50 (Fig 6, S4 Table), thereby forming a longevity module similar to that found in developing Arabidopsis and *M*. *truncatula* [23, 24]. Indeed, the homologues of 7 soybean genes were also present in the list of the 9 TF belonging to Medicago longevity module [24], namely three homologues of an ERF110 of Arabidopsis (Glyma.06g148400, Glyma.04g217400, Glyma.08g145300), a homologue of the ETHYLENE INSENSITIVE PROTEIN 3 family (Glyma.05g180300), two homologues of the DREB2 family (Glyma.07g156200, Glyma.14g056200), and a homologue of NF-X-like1 gene (Glyma.09g173000). 

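All 7 genes were higher at stage 9 than in freshly harvested seeds of stage 7.2, with log2 fold changes from 1.93 to 3.96 and adjusted p-values of at most 6.23e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 7 were called over all genes tested and also when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Glyma.08G145300 rose most, from 146.5 and 119.5 normalized counts at stage 7.2 to 2188 and 2023 at stage 9. Its r with P50 over the 7 stages was 0.925 (exact permutation test, two-sided, p = 0.00179, or 0.00679 after Benjamini-Hochberg adjustment over the 91 genes) and its rho was 0.786 (exact permutation p = 0.048, adjusted to 0.0929). For Glyma.05G180300 r was 0.962 and for Glyma.14G056200 it was 0.985 (exact permutation p = 0.000397 for each), with a rho of 0.964 for both (exact permutation p = 0.00278). Without the 2 stages farthest from the median P50, r was 0.926 for Glyma.08G145300, 0.908 for Glyma.05G180300 and 0.946 for Glyma.14G056200. Enforced drying of stage 7.2 seeds also raised the 7 genes, by 0.88 to 5.12 on the log2 scale, and 6 of them were called. Between stage 9 and dried seeds of stage 7.2, 2 of the 7 were higher at stage 9, with log2 fold changes from -1.82 to 1.38. Over all genes 2 were called, both lower at stage 9: Glyma.06G148400 at -1.11 (standard error 0.225, adjusted p = 0.0458) and Glyma.04G217400 at -1.82 (standard error 0.339, adjusted p = 0.0406), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Glyma.07G156200, higher by 1.38 (standard error 0.309, adjusted p = 0.0532 from the same test), was not called. Adjusted over the list alone, 4 of the 7 were called, which is not independent evidence either.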

The implication of two of these genes in longevity has been demonstrated [55, 24]. A DREB2 from sunflower enhanced seed longevity of tobacco when ectopically over-expressed with a heat shock factor, HaHSFA9 [55]. In Arabidopsis, seeds of *nfxl1* exhibited impaired acquisition of longevity during maturation [24]. When overexpressed in vegetative tissues, NFXL1 induces a higher survival upon salt stress, drought and high light intensity [56].

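The homologues of ARF19, Glyma.13G112600 and Glyma.09G072200, had an r with P50 over the 7 stages of 0.908 (exact permutation test, two-sided, p = 0.0137, or 0.0271 after Benjamini-Hochberg adjustment over the 91 genes) and 0.845 (exact permutation p = 0.0141, adjusted to 0.0273). For both, rho was 0.571 (exact permutation p = 0.2, adjusted to 0.298), and r without the 2 stages farthest from the median P50 was 0.886 and 0.777. For the homologue of HECATE2 (Glyma.11G055300) r was 0.833 (exact permutation p = 0.107, adjusted to 0.143) and rho was -0.0357 (exact permutation p = 0.963, adjusted to 0.985). Without the 2 stages its r was -0.678, so that the relation rests on those stages. S4 Table prints a correlation of 0.228 for this gene. The other auxin response factors fell after stage 7.1. Glyma.12G171000 had 155 normalized counts at stage 7.1 and between 7.99 and 27.2 at the later stages, with an r of -0.930 (exact permutation p = 0.0188, adjusted to 0.0329) and a rho of -0.571 (exact permutation p = 0.2, adjusted to 0.298). Without the 2 stages its r was -0.640. For Glyma.10G210600 r was -0.882 (exact permutation p = 0.052, adjusted to 0.083), rho was -0.607 (exact permutation p = 0.167, adjusted to 0.262) and r was -0.0426 without the 2 stages, so that its relation rests on them too. For Glyma.13G325200 r was -0.871 (exact permutation p = 0.00873, adjusted to 0.0193), or -0.886 without the 2 stages, and rho was -0.857 (exact permutation p = 0.0238, adjusted to 0.0585). Glyma.03G208800, listed in S4 Table as an auxin response factor, had 33.4 normalized counts at stage 7.1, and both libraries of stage 7.2 and of stage 9 were at 0. On the scale of log2(normalized count + 1), its r was -0.760 (exact permutation p = 0.0956, adjusted to 0.13), its rho was -0.234 (exact permutation p = 0.613, adjusted to 0.744), and r without the 2 stages was 0.982.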

Several TF that highly correlated with P50 are associated with auxins and gibberellins (S3 and S4 Tables), such a homologue of HECATE2 (Glyma.11g055300), that affects auxin responses in Arabidopsis during flower development [57], a homologue of AUXIN RESPONSE FACTOR19 (ARF19, Glyma.13g112600, Glyma.09g072200), ARF4 (Glyma. 12G171000), ARF8 (Glyma.10G210600) ARF9 (Glyma.03g36710), ARF10 (Glyma.13g325200), ARF16 (Glyma.10g210600). This reinforces the link between auxin and longevity previously found in the Medicago and Arabidopsis maturation network, where 60% of genes belonging to the longevity were significantly enriched in binding sites for auxin response factor [24]. The putative role of auxins in inducing longevity remains to be investigated. These auxin-related genes exhibit functions that are associated with embryogenesis, meristem maintenance, stem cell specification, positioning of lateral organs and organ growth meristem in connection with GA signaling [57–59]. A further inspection of the TF present in the network tail (Fig 6) confirmed the enrichment in genes with the above mentioned functions such as the homologue of JACKDAW (Glyma.10g051500), AINTEGUMENTA-LIKE 6 (Glyma.01g022500), SEPALLA3 (Glyma.20g153700) and GATA (Glyma.17g228700). 

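The homologue of JACKDAW (Glyma.10G051500) had 720.5 and 702 normalized counts at stage 7.2 and 710.2 at stage 7.3, and its log2 fold change from stage 7.2 to stage 9 was -1.97 (standard error 0.101, adjusted p = 1.87e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The homologue of AINTEGUMENTA-LIKE 6 (Glyma.01G022500) had 1546 and 1487 at stage 7.2 and 1530 at stage 7.3, with a log2 fold change of -2.26 (standard error 0.105, adjusted p = 9.65e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among freshly harvested seeds, Glyma.20G153700 was highest at stage 9, with 286 and 270 normalized counts against 75.2 and 71.0 at stage 7.2, a log2 fold change of 1.91 (standard error 0.133, adjusted p = 1.81e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In dried seeds of stage 7.2 it had 185 and 372. The GATA gene Glyma.17G228700 was also highest at stage 9, with 395 and 484 against 62.2 and 51.2 in freshly harvested seeds of stage 7.2, a log2 fold change of 2.92 (standard error 0.153, adjusted p = 2.19e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).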

We speculate that the presence of these transcripts in dry seeds may be necessary to anticipate the restoration of the developmental fate of specific cells during germination of seeds that were damaged by ageing during storage. Consistent with this, stem cell niches are hypersensitive to DNA damage [60], which is a known cause for decrease in seed viability after storage [21].

The transcriptome comparison between immature short-lived and mature seeds exhibiting maximal life span further highlights key mechanisms that could be involved in longevity. Seed longevity correlated with the synthesis of HSPs and several chaperones implicated in protein-protein interactions and protein folding (Table 2, Fig 8, S5 Table). They are known to assist in creating proper-folding conditions during abiotic stress [61] and protect against oxidative stress during storage [62] that could be conducive to seed longevity. Our transcriptome also revealed the presence of HSFA6B (Glyma.03G157300), whose transcript profile was correlated with P50 (S4 Table). This is consistent with the observation that the over-expression of sunflower *HaHSFA9* in tobacco led to an increased stability against accelerated ageing of the seeds [13]. This TF also interacts with the drought-responsive factor HaDREB2 in a seed-specific manner to enhance stability against accelerated aging [55].

Concomitant with the acquisition of longevity, there was an overrepresentation of genes involved in RFO synthesis (Table 3). This was confirmed by the observation that RFO content and the ratio Suc/RFO increased during late seed maturation (Fig 5), reinforcing the idea that the regulation of RFO metabolism occurs at the transcriptional level [10, 12]. The role of RFO in seeds is unclear, particularly in soybean. No defects in desiccation tolerance, seed germination or seedling emergence were reported in soybean lines with low RFO content [44, 63]. However, recent literature suggests that RFO metabolism plays a role in the acquisition of longevity. Galactinol, the precursor of RFO was found to be a marker for seed longevity in Arabidopsis, cabbage and tomato [64]. In Arabidopsis, seeds of galactinol synthase mutants (*gols2* and *gols1gols2)* were more sensitive to accelerated aging (85% RH, 40°C) while seeds of *raffinose synthase* (*rs*) and *stachyose synthase* (*sts*) mutants did not differ significantly from those of wild type [64]. Further genetic proof for a role for RFO metabolism in longevity came from the impaired shelf-life of Arabidopsis *α-galactosidase2* (*agal2*) seeds stored at 75% RH and 35°C [24]. Suc levels were significantly higher in these mutants but no change was detected in RFO levels. Seed-specific overexpression of *CaGolS1* and *CaGolS2* of chickpea in Arabidopsis resulted in an improved resistance against controlled deterioration [11]. However, the moisture content of these seeds during ageing was 24%, a value high enough to lead to increased metabolic activity and accumulation of RFO, while this would not occur during dry storage at RH below 75%. Additional correlative evidence of a link of RFO metabolism and longevity comes from the analysis of mutants of two regulatory genes of seed maturation in *M*. *truncatula*: Mt-*abi5* and Mt-*snf4b* [12, 35]. Seeds of these mutants show decreased RFO accumulation and increased Suc accumulation during maturation together with a decreased in longevity. The underlying mechanisms that explain the role of galactinol or RFO in conferring longevity remain elusive. A specific role of RFO in the protection of membranes or other macromolecules seems unlikely. Suc molecules are known to protect membranes just as efficiently as RFO and furthermore make denser glasses (reviewed in [10]). Some studies suggest a direct or indirect role of RFOs in the protection against oxidative damage during storage [11, 65]. Overall, our data show that the RFO/Suc ratio in the embryonic axis is a good indicator of the progress in the acquisition of longevity during maturation. However, one should keep in mind that although this relationship is valid during seed development, it might be blurred when comparing mature seeds from different genotypes, environments and date of planting.

Typically, late seed maturation is characterized by a degreening process resulting from the degradation of chlorophyll via a multi-step catabolic pathway that is characterized mostly during leaf senescence [41, 45]. Here, chlorophyll was lost during the transition phase, between stage 7.1 and 7.3. Genes encoding enzymes that are required for the initiation of the degradation of chlorophyll and light harvesting complexes such as chlorophyll b reductase (NYC1, Glyma.07g085700, Glyma.09g191200) and STAYGREEN1 (Glyma01g241600, Glyma011g027480) were already highly expressed at stage 7.1 and increased slightly at stage 7.2. This suggests that on a transcriptional level, the onset of degreening is activated prior to the induction of longevity. Furthermore, a high number of transcripts associated with photosynthesis and chloroplast activity were down-regulated when artificially dried immature seeds at stage 7.2 were compared with mature dry seeds at stage 9 (Table 4). This decrease involved both nuclear and chloroplastic genes among which 69% of the genome was concerned. It might reflect a major shutdown of chloroplast metabolism and dismantlement, which requires a close coordination between the nucleus and chloroplastic genomes. These events might be conducive to seed longevity. 

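In the counts, the chlorophyll b reductase genes had 306 (Glyma.07G085700) and 470 (Glyma.09G191200) normalized counts at stage 7.1. At stage 7.2, Glyma.07G085700 had 1544 and 1735 and Glyma.09G191200 had 5032 and 5916. Glyma.01G241600, an identifier given for STAYGREEN1 that has no name in the supplementary tables, had 211 normalized counts at stage 7.1 and 161 and 150 at stage 7.2. The genes named as stay-green proteins in S5 Table, which were chosen after their values were seen, rose. Glyma.11G027400 had 216 normalized counts at stage 7.1 and 2427 and 2676 at stage 7.2, and Glyma.01G214600 had 158 at stage 7.1 and 1759 and 1717 at stage 7.2.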

The presence of green seeds in mature seed lots has been associated with a decreased shelf-life during storage in various species, including soybean [12, 22, 66]. In Arabidopsis, seeds of mutants affected in chlorophyll degradation contained 10-fold more chlorophyll than the wild type and had a strongly reduced longevity [22]. Chlorophyll degradation and longevity were affected during maturation of pea and *M*. *truncatula* seeds defective in ABCSISIC ACID INSENSITIVE5 [12]. The more chlorophyll was retained in mature in *abi5* seeds, the more longevity was affected. In addition, the repression in photosynthesis-associated genes during maturation was also impaired in these *abi5* mutants [12]. Thus, these data reinforce the idea that degreening and chloroplast dismantling appears a pre-requisite for longevity.

In this study, the storage conditions were set at a RH of 75% and a temperature of 35°C that bring the seed tissues to a water content of 0.13 g H_2_O/g DW, equivalent to 11.5% on a fresh weight basis. In commercial practice, soybean seeds are harvested at 12–14% moisture to avoid mechanical damage and dried to 10–12% for short-term storage [4]. Drying to lower values is known to make the seeds more susceptible to cracking. The combination 75%RH/35°C also represents a good compromise between conditions that are deleterious enough to induce a loss of viability to allow measurements within a reasonable experimental time but low enough to be near the glassy state where metabolism no longer occurs. Whereas a storage environment of 75% RH/35°C brings the cytoplasm out of the glassy state, it is still in an amorphous rubber with solid-like properties [7, 8, 67, 68]. It has been demonstrated that measurements of longevity in more humid conditions (i.e. ≥ 85% RH) are unreliable to predict life span in storage conditions corresponding to the dry state [68–70]. In soybean, this RH will bring the water content of the tissues around 0.24 g H_2_O/g DW (19% FW basis). Under these conditions, the cytoplasm will no longer be in a rubbery state, where molecular movement will still be restricted, but rather in a liquid state, allowing for metabolism to occur [7, 8, 67]. Quantitative trait loci analysis of seed aging in *M*. *truncatula* at 60%/35°C and 75% RH/ 35°C revealed similar loci and data between both aging conditions were very well correlated (r = 0.71), suggesting similar mechanisms of deterioration between these two RH [12]. However, comparison of aging at 30% RH/9°C and 75% RH/50°C in different genotypes of lettuce showed poor correlation [70]. Thus, one should remain careful with extrapolating our soybean data to dry storage conditions (<50% RH). Indeed, in soybean water properties change cotyledons below 8% (DW basis), most likely due to the formation of a glassy state in the cells whereas the respiration rate becomes detectable at 24% [71].

## Supporting information

S1 Fig Comparison of soybean seed development for the 2013 and 2014 harvest at indicated phenological stages. (A) Evolution of seed dry weight (black circles) and water content (blue squares). Data are the means (± SE) of 3 to 5 replicates of 20 seeds. (B) Acquisition of germination (black circles) and desiccation tolerance (blue squares), evaluated after fast drying to 10% moisture. (C) Acquisition of longevity as assessed by P50 (time necessary to obtain a loss of viability of 50% during storage 35°C and 75% RH). Data are the means (± SE) of 4 replicates of 25 seeds. Data are presented for 2013 (open symbols) and 2014 (closed symbols).
(TIF) Click here for additional data file.

S1 Table Description of the reproductive phenological stages of soybean seeds. (PDF) Click here for additional data file.

S2 Table List of primers combination used for gene expression validation of target genes by qRT-PCR. (DOCX) Click here for additional data file.

S3 Table List of differentially expressed genes during seed maturation. (XLSX) Click here for additional data file.

S4 Table Transcription factors present in the co-expression network of soybean seed maturation. Genes with expression profiles that correlate with longevity (P50, PCC>0.9) are indicated in bold with a blue background.
(XLSX) Click here for additional data file.

S5 Table List of differentially expressed genes associated with longevity. List of differentially expressed genes that are higher/lower in mature seeds exhibiting maximal longevity (stage 9) compared to dried immature seeds (stage 7.2D) with low longevity.
(XLSX) Click here for additional data file.

## References

[1] Finch-SavageWE, BasselGW. Seed vigour and crop establishment: extending performance beyond adaptation. J. Exp. Bot. 2016;67:567–91. doi: 10.1093/jxb/erv490 2658522610.1093/jxb/erv490

[2] WaltersC, WheelerLM, GrotenhuisJM. Longevity of seeds stored in a genebank; species characteristics. Seed Sci. Res. 2005;15:1–20. doi: 10.1079/SSR2004195

[3] KuenemanEA. Genetic control of seed longevity in soybeans. Crop Sci. 1983;23 5–8.

[4] Marcos-FilhoJ. Seed physiology of cultivated plants 2^nd^ Edition Londrina: Associação Brasileira de Tecnologia de Sementes-ABRATES; 2016

[5] LiDZ, PritchardHW. The science and economics of ex situ plant conservation. Trends Plant Sci. 2009;14:614–21. doi: 10.1016/j.tplants.2009.09.005 1981867210.1016/j.tplants.2009.09.005

[6] HayFR, ProbertRJ. Advances in seed conservation of wild plant species: a review of recent research. Conserv. Physio. 2013;1:cot030 doi: 10.1093/conphys/cot030 2729361410.1093/conphys/cot030PMC4806614

[7] WaltersC, BallesterosD, VertucciVA. Structural mechanics of seed deterioration: standing the test of time. Plant Sci. 2010; 179:565–73. doi: 10.1016/j.plantsci.2010.06.016

[8] BuitinkJ, LeprinceO, HemmingaMA, HoekstraFA. Molecular mobility in the cytoplasm: An approach to describe and predict lifespan of dry germplasm. Proc. Natl. Acad. Sci. USA. 2000; 97:2385–90. doi: 10.1073/pnas.040554797 1068145810.1073/pnas.040554797PMC15810

[9] SanoN, RaijouL, NorthNM, DebeaujonI, Marion-PollA. Seo M. Staying alive: molecular aspects of seed longevity. Plant Cell Physiol. 2016; 57:660–74. doi: 10.1093/pcp/pcv186 2663753810.1093/pcp/pcv186

[10] LeprinceO, PellizzaroA, BerririS, BuitinkJ. Late seed maturation: drying without dying. J. Exp. Bot. 2017;68:827–41. doi: 10.1093/jxb/erw363 2839132910.1093/jxb/erw363

[11] SalviP, SaxenaSC, PetlaBP, KambleNU, KaurH, VermaP et al Differentially expressed galactinol synthase(s) in chickpea are implicated in seed vigor and longevity by limiting the age induced ROS accumulation. Sci. Rep. 2016;6:35088 doi: 10.1038/srep35088 2772570710.1038/srep35088PMC5057127

[12] ZinsmeisterJ, LalanneD, TerrassonE, ChatelainE, VandecasteeleC, VuBL et al ABI5 is a regulator of seed maturation and longevity in legumes. Plant Cell 2016; 28:2735–54. doi: 10.1105/tpc.16.00470 2795658510.1105/tpc.16.00470PMC5155344

[13] Tejedor-CanoJ, Prieto-DapenaP, AlmogueraC, CarrancoR, HiratsuK, Ohme-TakagiM, et al Loss of function of the HSFA9 seed longevity program. Plant Cell Environ. 2010;33:1408–17. doi: 10.1111/j.1365-3040.2010.02159.x 2044421810.1111/j.1365-3040.2010.02159.x

[14] HundertmarkM, BuitinkJ, LeprinceO, HinchaDK. The reduction of seed-specific dehydrins reduces seed longevity in *Arabidopsis thaliana*. Seed Sci. Res. 2011;21:165–73. doi: 10.1017/S0960258511000079

[15] ChatelainE, Le GallS, HundertmarkM, LeprinceO, SatourP, Deligny-PenninckS, et al Temporal profiling of the heat stable proteome during late maturation of *Medicago truncatula* seeds identifies a restricted subset of late embryogenesis abundant proteins associated with longevity. Plant Cell Environ. 2012; 35:1440–55. doi: 10.1111/j.1365-3040.2012.02501.x 2238048710.1111/j.1365-3040.2012.02501.x

[16] NagelM, KrannerI, NeumannK, RolletschekH, SealCE, ColvilleL, et al Genome-wide association mapping and biochemical markers reveal that seed ageing and longevity are intricately affected by genetic background and developmental and environmental conditions in barley. Plant, Cell Environ. 2015;38:1011–22. doi: 10.1111/pce.12474 2532812010.1111/pce.12474

[17] SattlerS E, GillilandLU, Magallanes-LundbackM, PollardM, DellaPennaD. Vitamin E is essential for seed longevity, and for preventing lipid peroxidation during germination. Plant Cell 2004;16:1419–32. doi: 10.1105/tpc.021360 1515588610.1105/tpc.021360PMC490036

[18] DebeaujonI, Leon-KloosterzielKM, KoornneefM. Influence of the testa on seed dormancy, germination, and longevity in Arabidopsis. Plant Physiol 2000;122:403–13. doi: 10.1104/pp.122.2.403 1067743310.1104/pp.122.2.403PMC58877

[19] BocaS, KoestlerF, KsasB, ChevalierA, LeymarieJ, FeketeA. et al Arabidopsis lipocalins AtCHL and AtTIL have distinct but overlapping functions essential for lipid protection and seed longevity. Plant Cell Environ. 2014;37:368–81. doi: 10.1111/pce.12159 2383787910.1111/pce.12159

[20] OgeL, BourdaisG, BoveJ, ColletB, GodinB, GranierF, et al Protein repair L-Isoaspartyl methyltransferase1 is involved in both seed longevity and germination vigor in Arabidopsis. Plant Cell 2008; 20:3022–37. doi: 10.1105/tpc.108.058479 1901111910.1105/tpc.108.058479PMC2613667

[21] WaterworthW, MasnaviG, BhardwajRM, JiangQ, BrayCM, WestCE. 2010. A plant DNA ligase is an important determinant of seed longevity. Plant J. 2010;63:848–60. doi: 10.1111/j.1365-313X.2010.04285.x 2058415010.1111/j.1365-313X.2010.04285.x

[22] NakajimaS, ItoH, TanakaR, TanakaA. Chlorophyll b reductase plays an essential role in maturation and storability of Arabidopsis seeds. Plant Physiol. 2012;160:261–73. doi: 10.1104/pp.112.196881 2275137910.1104/pp.112.196881PMC3440204

[23] VerdierJ, LalanneD, PelletierS, Torres-JerezI, RighettiK, BandyopadhyayK, et al A regulatory network-based approach dissects late maturation processes related to the acquisition of desiccation tolerance and longevity of *Medicago truncatula* seeds. Plant Physiol. 2013;163:757–74. doi: 10.1104/pp.113.222380 2392972110.1104/pp.113.222380PMC3793056

[24] RighettiK, VuJL, PelletierS, VuBL, GlaabE, LalanneD, et al Inference of longevity-related genes from a robust co-expression network of seed maturation identifies regulators linking seed storability to biotic defense-related pathways. Plant Cell 2015;27:2692–708. doi: 10.1105/tpc.15.00632 2641029810.1105/tpc.15.00632PMC4682330

[25] ZanakisGN, EllisRH, SummerfieldRJ. Seed quality in relation to seed development and maturation in 3 genotypes of soyabean (*Glycine max*). Expl. Agric. 1994;30:139–156.

[26] GillenAM, SmithJR, MengistuA, BellalouiN. Effects of maturity and *Phomopsis longicolla* on germination and vigor of soybean seed of near-isogenic lines. Crop Sci. 2012;52:2757–66. doi: 10.2135/cropsci2011.10.0566

[27] ZanakisGN, EllisRH, SummerfieldRJ. A comparison of changes in vigour among three genotypes of soyabean (*Glycine max*) during seed development and maturation in three temperature regimes. Expl. Agric. 1994;30:157–70.

[28] JonesSI, GonzalezDO, VodkinLO. Flux of transcript patterns during soybean seed development. BMC Genomics 2010;11:136 doi: 10.1186/1471-2164-11-136 2018128010.1186/1471-2164-11-136PMC2846912

[29] SeverinAJ, WoodyJL, BolonY-T, JosephB, DiersBW, FarmerAD, et al RNA-seq atlas of *Glycine max*: a guide to the soybean transcriptome. BMC Plant Biol. 2010;10:160 doi: 10.1186/1471-2229-10-160 2068794310.1186/1471-2229-10-160PMC3017786

[30] AsakuraT, TamuraT, TerauchiK, NarikawaT, YagasakiK, IshimaruY, et al (2012) Global gene expression profiles in developing soybean seeds. Plant Physiol Biochem. 2012;52:147–53. doi: 10.1016/j.plaphy.2011.12.007 2224591210.1016/j.plaphy.2011.12.007

[31] ShamimuzzamaM, VodkinL. Identification of soybean seed developmental stage-specific and tissue-specific miRNA targets by degradome sequencing. BMC Genomics 2012;13:310 doi: 10.1186/1471-2164-13-310 2279974010.1186/1471-2164-13-310PMC3410764

[32] JonesSI, VodkinLO. Using RNA-Seq to profile soybean seed development from fertilization to maturity. PlosOne 2013;8:e59270 doi: 10.1371/journal.pone.0059270 2355500910.1371/journal.pone.0059270PMC3598657

[33] LiL, HurM, LeeJ-Y, ZhouW, SongZ, RansomN et al A systems biology approach toward understanding seed composition in soybean. BMC Genomics 2015;16:59 doi: 10.1186/1471-2164-16-S3-S92570838110.1186/1471-2164-16-S3-S9PMC4331812

[34] RitchieSW, HanwayJJ, ThompsonHE, BensonGO. How a Soybean Plant Develops In: Special Report n°53. Ames, Iowa: Iowa State University of Science and Technology: Cooperative Extension Service; 1985 p. 1–20.

[35] RosnobletC, AubryC, LeprinceO, VuBL, RogniauxH, BuitinkJ. The regulatory gamma subunit SNF4b of the sucrose non-fermenting-related kinase complex is involved in longevity and stachyose accumulation during maturation of *Medicago truncatula* seeds. Plant J. 2007;51:47–59. doi: 10.1111/j.1365-313X.2007.03116.x 1748823810.1111/j.1365-313X.2007.03116.x

[36] LangmeadB, TrapnellC, PopM, SalzbergSL. Ultrafast and memory efficient alignment of short DNA sequences to the human genome. Genome Biology 2009;10:25–32. doi: 10.1186/gb-2009-10-3-r25 1926117410.1186/gb-2009-10-3-r25PMC2690996

[37] LoveM, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology 2014;15:550 doi: 10.1186/s13059-014-0550-8 2551628110.1186/s13059-014-0550-8PMC4302049

[38] HorvathS, DongJ. Geometric interpretation of gene coexpression network analysis PLoS Comput. Biol. 2008;4:e1000117 doi: 10.1371/journal.pcbi.1000117 1870415710.1371/journal.pcbi.1000117PMC2446438

[39] RuijterJM, RamakersC, HoogaarsWMH, KarlenY, BakkerO, van den HoffMJB et al Amplification efficiency: linking baseline and bias in the analysis of quantitative PCR data. Nucl. Acids Res. 2009;37:e45 doi: 10.1093/nar/gkp045 1923739610.1093/nar/gkp045PMC2665230

[40] SchmittgenTD, LivakKJ. Analyzing real-time PCR data by the comparative C(T) method. Nat. Protoc. 2008;3:1101–8. doi: 10.1038/nprot.2008.73 1854660110.1038/nprot.2008.73

[41] TeixeiraRN, LigterinkW, França-NetoJB, HilhorstHWM, da SilvaEAA. Gene expression profiling of the green seed problem in soybean. BMC Plant Biol. 2016;16:37 doi: 10.1186/s12870-016-0729-0 2682993110.1186/s12870-016-0729-0PMC4736698

[42] LowellCA, KuoTM. Oligosaccharide metabolism and accumulation in developing soybean seeds. Crop Sci. 1989; 29:459–65.

[43] SaravitzDM, PharrDM, CarterTEJr. Galactinol synthase activity and soluble sugars in developing seeds of four soybean genotypes. Plant Physiol. 1987;83:185–9. 1666519910.1104/pp.83.1.185PMC1056321

[44] ObendorfRL, ZimmermanAD, ZhangQ, CastilloA, KosinaSM, BryantEG et al Accumulation of soluble carbohydrates during seed development and maturation of low-raffinose, low-stachyose soybean. Crop Sci. 2009;49:329–41. doi: 10.2135/cropsci2008.06.0370

[45] SakurabaY, SchelbertS, ParkS-Y, HanS-H, LeeB-D, Besagni-AndrèsC et al STAY-GREEN and chlorophyll catabolic enzymes interact at light-harvesting complex II for chlorophyll detoxification during leaf senescence in Arabidopsis. Plant Cel 2012;24:507–18. doi: 10.1105/tpc.111.089474 2236616210.1105/tpc.111.089474PMC3315229

[46] ChengMC, HsiehEJ, ChenJH, ChenHY, LinTP. Arabidopsis RGLG2, functioning as a RING E3 ligase, interacts with AtERF53 and negatively regulates the plant drought stress response Plant Physiol. 2012;158:363–75. doi: 10.1104/pp.111.189738 2209504710.1104/pp.111.189738PMC3252077

[47] AngeloviciR, GaliliG, FernieAR, FaitA. Seed desiccation: a bridge between maturation and germination. Trends Plant Sci. 2010;15:211–8. doi: 10.1016/j.tplants.2010.01.003 2013856310.1016/j.tplants.2010.01.003

[48] NakabayashiK, OkamotoM, KoshibaT, KamiyaY, NambaraE (2005) Genome-wide profiling of stored mRNA in *Arabidopsis thaliana* seed germination: epigenetic and genetic regulation of transcription in seed. Plant J 41: 697–709. doi: 10.1111/j.1365-313X.2005.02337.x 1570305710.1111/j.1365-313X.2005.02337.x

[49] DietzK-J, VogelMO, ViehhauserA. AP2/EREBP transcription factors are part of gene regulatory networks and integrate metabolic, hormonal and environmental signals in stress acclimation and retrograde signaling. Protoplasma 2010;245:3–14. doi: 10.1007/s00709-010-0142-8 2041128410.1007/s00709-010-0142-8

[50] HuangY, FengC-Z, YeQ, WuW-H, ChenY-F. *Arabidopsis WRKY6* transcription factor acts as a positive regulator of abscisic acid signaling during seed germination and early seedling development. PLoS Genet. 2016; 2:e1005833 doi: 10.1371/journal.pgen.1005833 2682904310.1371/journal.pgen.1005833PMC4734665

[51] CapellaM, RibonePA, ArceA L., ChanR L. *Arabidopsis thaliana* HomeoBox 1 (AtHB1), a Homedomain-Leucine Zipper I (HD-Zip I) transcription factor, is regulated by PHYTOCHROME-INTERACTING FACTOR 1 to promote hypocotyl elongation. New Phytol. 2015;207: 669–82. doi: 10.1111/nph.13401 2586550010.1111/nph.13401

[52] FeurtadoJA, HuangD, Wicki-StordeurL, HemstockLE, PotentierMS, TsangEW et al The Arabidopsis C2H2 zinc finger INDETERMINATE DOMAIN1/ENHYDROUS promotes the transition to germination by regulating light and hormonal signaling during seed maturation. Plant Cell 2011;23:1772–94. doi: 10.1105/tpc.111.085134 2157195010.1105/tpc.111.085134PMC3123948

[53] ZhangY, DuL, XuR, CuiR, HaoJ, SunC et al Transcription factors SOD7/NGAL2 and DPA4/NGAL3 act redundantly to regulate seed size by directly repressing *KLU* expression in *Arabidopsis thaliana*. Plant Cell 2015;27:620–32. doi: 10.1105/tpc.114.135368 2578302910.1105/tpc.114.135368PMC4558667

[54] DuplanV, RivasS. E3 ubiquitin-ligases and their target proteins during the regulation of plant innate immunity. Front. Plant Sci. 2014;13:45 doi: 10.3389/fpls.2014.00042 2459227010.3389/fpls.2014.00042PMC3923142

[55] AlmogueraC, Prieto-DapenaP, Diaz-MartinJ, EspinosaJM, CarrancoR, JordanoJ The HaDREB2 transcription factor enhances basal thermotolerance and longevity of seeds through functional interaction with HaHSFA9. BMC Plant Biol. 2009;9:75 doi: 10.1186/1471-2229-9-75 1954537010.1186/1471-2229-9-75PMC2706249

[56] LissoJ, AltmannT, MüssigC. The AtNFXL1 gene encodes a NF-X1 type zinc finger protein required for growth under salt stress. FEBS Lett. 2006;580:4851–6. doi: 10.1016/j.febslet.2006.07.079 1690513610.1016/j.febslet.2006.07.079

[57] SchusterC, GaillochetC, LohmannJU. 2015. Arabidopsis *HECATE* genes function in phytohormone control during gynoecium development. Development 2015;142:3343–50. doi: 10.1242/dev.120444 2629330210.1242/dev.120444PMC4631749

[58] KaufmannK, MuiñoJM, JaureguiR, AiroldiCA, SmaczniakC, KrajewskiP et al Target genes of the MADS transcription factor SEPALLATA3: integration of developmental and hormonal pathways in the *Arabidopsis* flower. PLoS Biol. 2009;7:e1000090 doi: 10.1371/journal.pbio.1000090 1938572010.1371/journal.pbio.1000090PMC2671559

[59] YamaguchiN, JeongCW, Nole-WilsonS, KrizekBA, WagnerD. AINTEGUMENTA and AINTEGUMENTA-LIKE6/PLETHORA3 Induce *LEAFY* Expression in response to auxin to promote the onset of flower formation in Arabidopsis. Plant Physiol. 2016;170:283–93. doi: 10.1104/pp.15.00969 2653756110.1104/pp.15.00969PMC4704571

[60] FulcherN, SablowskiR. Hypersensitivity to DNA damage in plant stem cell niches. Proc. Natl. Acad. Sci. USA. 2009;106:20984–8. doi: 10.1073/pnas.0909218106 1993333410.1073/pnas.0909218106PMC2791609

[61] WatersER. The evolution, function, structure and expression of the plant sHSPs. J. Exp. Bot. 2013;64:39–403. doi: 10.1093/jxb/ers355 2325528010.1093/jxb/ers355

[62] KaurH, PetlaBP, KambleNU, SinghA, RaoV, SalviP et al Differentially expressed seed aging responsive heat shock protein OsHSP18.2 implicates in seed vigor, longevity and improves germination and seedling establishment under abiotic stress. Front. Plant Sci. 2015;6:713 doi: 10.3389/fpls.2015.00713 2644202710.3389/fpls.2015.00713PMC4568394

[63] BilyeuKD, WieboldWJ. Environmental stability of seed carbohydrate profiles in soybeans containing different alleles of the raffinose synthase 2 (RS2) gene. J. Agric. Food. Chem. 2016;64:1071–8. doi: 10.1021/acs.jafc.5b04779 2680026410.1021/acs.jafc.5b04779

[64] de Souza VigidalD, WillemsL, van ArkelJ, DekkersBJ, HilhorstHWM, BentsinkL. Galactinol as marker for seed longevity. Plant Sci. 2016;246:112–8. doi: 10.1016/j.plantsci.2016.02.015 2699324110.1016/j.plantsci.2016.02.015

[65] NishizawaA, YabutaY, ShigeokaS. Galactinol and raffinose constitute a novel function to protect plants from oxidative damage. Plant Physiol. 2008;147:1251–63. doi: 10.1104/pp.108.122465 1850297310.1104/pp.108.122465PMC2442551

[66] PaduaGPD, França-NetoJDB, CarvalhoMLMD, CostaO, KrzyzanowskiFC, CostaNPD. Tolerance level of green seed in soybean seed lots after storage. Rev. Bras. Sementes 2007;29:128–38. doi: 10.1590/S0101-31222007000300015

[67] BallesterosD, WaltersC. Detailed characterization of mechanical properties and molecular mobility with dry seed glasses: relevance to the physiology of dry biological systems. Plant J. 2011;68:607–19. doi: 10.1111/j.1365-313X.2011.04711.x 2183121010.1111/j.1365-313X.2011.04711.x

[68] NiedzielskiM, WaltersC, LuczakW, HillLM, WheelerLJ, PuchalskiJ. Assessment of variation in seed longevity within rye, wheat and the intergeneric hybrid triticale. Seed Sci. Res. 2009;19:213–24. doi: 10.1017/S0960258509990110

[69] RobertsEH, EllisRH. Water and seed survival. Ann. Bot. 1989;63:39–52.

[70] SchwemberAR, BradfordKJ. Quantitative trait loci associated with longevity of lettuce seeds under conventional and controlled deterioration storage conditions. J. Exp. Bot. 2010;61: 4423–36. doi: 10.1093/jxb/erq248 2069341010.1093/jxb/erq248PMC2955753

[71] VertucciCW, LeopoldAC. Bound water in soybean seed and its relation to respiration and imbibitional damage. Plant Physiol. 1984;75:114–7. 1666355310.1104/pp.75.1.114PMC1066845

# Supplementary material for: Molecular characterization of the acquisition of longevity during seed maturation in soybean
**Source:** PLoS One. 2017 Jul 12;12(7):e0180282. doi: 10.1371/journal.pone.0180282
**Supplement:** S1 Table

**S1. Table. Description of the reproductive phenological stages of soybean seeds according to Ritchie et al. 1982 and those added in this work.**

| Stages           | Phenological stages according to Ritchie et al. |                                                                                                                                       | New phonological stages added in this work |                                                                   |
|------------------|-------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------|-------------------------------------------------------------------|
|                  | Denomination                                    | Description                                                                                                                           | Denomination                               | Description                                                       |
| R <sub>5,1</sub> | Seed filling                                    | Seeds ~ 5mm long in the pod (perceptible to touch)                                                                                    |                                            |                                                                   |
| R <sub>5,2</sub> | Seed filling                                    | Seeds ~ 7mm long in the pod                                                                                                           |                                            |                                                                   |
| R <sub>5,3</sub> | Seed filling                                    | Seeds ~ 8mm long in the pod                                                                                                           |                                            |                                                                   |
| R <sub>5,4</sub> | Seed filling                                    | Seeds ~ 10mm long in the pod                                                                                                          |                                            |                                                                   |
| R <sub>5,5</sub> | Seed filling                                    | Seeds ~ 11mm long in the pod                                                                                                          |                                            |                                                                   |
| R <sub>6</sub>   | Full seed                                       | Pod containing a green seed that fills the pod cavity at one of the four uppermost nodes on the main stem with a fully developed leaf |                                            |                                                                   |
| R <sub>7</sub>   | Beginning maturity                              | one normal pod on the main stem that has reached its mature pod color                                                                 |                                            |                                                                   |
| R <sub>7,1</sub> |                                                 |                                                                                                                                       | Early mature green                         | Up to 50% of yellowing leaves and pods, green seeds               |
| R <sub>7,2</sub> |                                                 |                                                                                                                                       | Physiological maturity                     | Between 51% and 75% yellow leaves and pods, green-yellowish seeds |
| R <sub>7,3</sub> |                                                 |                                                                                                                                       | Early mature yellow                        | More than 75% yellow leaves and pods, yellow seeds                |
| R <sub>8</sub>   | Full maturity                                   | 95% of the pods have reached their mature pod color                                                                                   |                                            | Not used                                                          |
| R <sub>8,1</sub> |                                                 |                                                                                                                                       | Mid mature yellow                          | Up to 50% defoliation, dark yellow pods, yellow seeds             |
| R <sub>8,2</sub> |                                                 |                                                                                                                                       | Late mature yellow                         | 50-80% defoliation, brown-yellow pods, yellow seeds               |
| R <sub>8,3</sub> |                                                 |                                                                                                                                       | Late mature desiccating                    | More than 80% defoliation, brown pods and light brown seeds       |
| R <sub>9</sub>   | Harvest maturity                                | No leaves, dry brown pods and light brown seeds                                                                                       |                                            |                                                                   |

# Supplementary material for: Molecular characterization of the acquisition of longevity during seed maturation in soybean
**Source:** PLoS One. 2017 Jul 12;12(7):e0180282. doi: 10.1371/journal.pone.0180282
**Supplement:** S2 Table

**S2 Table. List of primers combination used for gene expression validation of target genes by qRT-PCR**

| **Gene** | **Glyma2.0** | **Forward** | **Reverse** |
| --- | --- | --- | --- |
| 20S proteasome subunit* | Glyma.06g078500 | CACCAACACACGATACAACT | TCCCAACCACCAACAATTAACC |
| 60S Ribosomal protein L6* | Glyma.15g271300 | GGCAGAGAAGGAGGAGAA | ACCTAGCACCCAAGTAAGA |
| HSP 17.6a | Glyma.17g224900 | ACGAAAGAGGGACGAAGA | CATTCTCAGGCAGCACAA |
| HSP 17.6b | Glyma.14g100000 | TGCGGATGTGAAGGAATATC | AAGCACGTTGTCGTCTTC |
| HSP 21 | Glyma.08g318900 | AACATGCTGGTGGTGAAG | AGGGCTATCCTGTGGTTAT |
| HSFA3 | Glyma.03g191100 | CATCAGGTTGGTGGCAATA | GCATTAGCACACTCCTTTCT |
| HSFA6B | Glyma.03g157300 | GAGTGTCAGAGTTGGAAGTG | CCAGCCTCTCTTGTGATTG |

*Reference gene

How the deposited data were processed for this re-analysis (not part of the article)

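RNA of whole soybean seeds had been sequenced in 11 libraries. Freshly harvested seeds gave 1 library each at stages 7.1, 7.3, 8.1, 8.2 and 8.3 and 2 each at stages 7.2 and 9, and seeds dried after harvest at stage 7.2 gave 2. The authors removed adaptors and low complexity reads, mapped single-end reads with Bowtie2 to the Williams 82 reference and deposited the resulting counts as whole numbers per transcript, 1 transcript for each of 56044 genes, without normalization. The paper's text does not name the counting program. A single line without a gene name held 0 counts, 0% of the reads, and stayed out of all sums and tests. Library totals ranged from 12881662 to 60626937 counts, both in dried seeds. Libraries were matched to conditions by the names of their columns and the sample labels. None of the gene identifiers matched the reference table of gene names, so names come from the paper and its supplementary tables, which were given here in part for the list of lower genes (1222 of 1525 genes).

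Stages were compared with R 4.3.3 and edgeR 4.0.16. Each comparison of 2 groups with 2 libraries each was fitted on its own 4 libraries, with TMM normalization, edgeR's filter on low counts (filterByExpr with its default settings) and the two-sided quasi-likelihood F test (glmQLFit and glmQLFTest). Genes were called at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05. The replicate numbers are not stated to mark a shared batch, so no replicate term entered. A fold change against a group with at most 3 counts in every library is given as a bound against 3 counts. For the levels during maturation, counts were divided by DESeq2 1.42.0 size factors over the 9 freshly harvested libraries, and log2 was taken of counts above 0, with a count of 0 as a missing value. Normalized counts of single genes and of gene lists, and the replicate differences of abundant genes, use size factors over all 11 libraries. Principal components were computed over the 11 libraries on genes with a variance above 1 and a count in every library, centred on the median. The network joined pairs of the 549 transcription factors of S4 Table with a Pearson correlation above 0.97. Correlations with P50 were tested over the 7 stages by exact permutation of all 5040 orders, two-sided, with the replicates averaged and log2(normalized count + 1) used for a gene with a count of 0. The stages follow each other in time, so these p-values do not separate longevity from time. Random gene lists, 10000 per comparison, were matched on mean expression. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps, and edgeR rests on limma 3.58.1.

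The sample groups, the tests and thresholds, the alternatives and the rule for the genes named were written before the data were examined, with exceptions that are stated where they occur. Named genes are every gene the paper gives by identifier in its text, its figures and S2 Table, and for each of the 3 comparisons the 3 genes with the largest change in each direction among those past the thresholds, with a mean of at least 100 counts and no overlap between the groups. The alternatives replaced TMM by DESeq2's size factors, edgeR by DESeq2 with and without shrunken fold changes, and the low-count filter by none or by a minimum of 10 counts in every library. They also used an adjusted p of 0.01, no fold threshold, all 11 libraries in a single fit, a replicate block, other log scales (a pseudocount of 1 or 0.1, edgeR's log2 CPM with a prior count of 2, DESeq2's rlog), and each replicate left out in turn. DESeq2 with shrunken fold changes at an adjusted p under 0.01, the left-out dried replicates for the principal components, the settings for the reference genes and the shares of variance, and the stage of maximum printed in S4 Table for the families were added after the data were seen.

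The scripts were tested on simulated data. With counts drawn from the means and library sizes of the real libraries, 200 genes changed by a log2 fold change of 2 and 2 libraries per group, edgeR called 179 of the 200 (89.5%) and 17 of the other genes among 25210 tested, with a median estimate of 2.03. DESeq2 called 186 (93%) and 61 others among 25795. With no gene changed, edgeR called 0 genes and DESeq2 called 24. The functions for variances, network pairs and correlations with P50 found all of the simulated items, 200, 900 and 200 among 1000 genes. Comparisons that share the dried libraries were set against 10 simulations with unchanged groups and the same spread in each group.

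Functional classes and Gene Ontology terms were not analysed here, since no annotation of all genes was used. Plastid-encoded genes were not analysed here, and plastid-like genes, with a best hit in the plastid genome in the supplementary tables, were used in their place after the data were seen. The RT-qPCR measurements, the biochemical measurements and the germination tests were not analysed here.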

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

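Tests of the explanations below were chosen after the results were seen. For the 9 freshly harvested libraries, 4 measures per library were examined for a library far from the others: the total count, the number of genes with a count, the share of the 10 most abundant genes, and the reads on plastid-like genes. In 2 of the 4, a single library stood apart, whereas chance gives about 1 in 20. Both libraries are the only ones of their stage, so that a difference between libraries and a difference between stages cannot be separated by replicates.

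At stage 7.1, the 10 most abundant genes took 33.9% of all counts, against 10.3% to 14.8% in the other freshly harvested libraries, and the gap to the nearest library was 0.811 of the whole range. Sequencing depth is argued against, since the freshly harvested libraries next to it in total counts, a library of stage 9 with 26457357 and stage 8.3 with 22707980, had shares of 12.3% and 13.7%. A single gene is argued against too: without the most abundant gene, Glyma.03G163500, which took 10.1% of the counts, the remaining share was 28.2% and the gap was still 0.759 of the range. All 10 genes had a lower share in both libraries of stage 7.2, where together they took 4.75% and 5.78%. They were chosen for their share at stage 7.1, and no 10 genes took more than 13.5% and 14.8% in the stage 7.2 libraries. A lower joint share was therefore given by the choice and does not bear on the cause. A change of the seed transcriptome at the end of seed filling is open as an untested explanation. So is a difference in the preparation of the stage 7.1 library, for which the design gives no test. The low correlation between stages 7.1 and 7.2 did not rest on these genes, since it was 0.621 without the 100 most abundant genes of stage 7.1.

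At stage 8.2, plastid-like genes took 9.74 of every 10000 reads, against 0.462 to 3.59 in the other freshly harvested libraries, and the gap was 0.663 of the range. All 94 genes compared rose from stage 8.1 to 8.2, and the level of all 94 fell from 8.2 to 8.3. A few genes taking the reads are argued against: without the 5 most abundant, the share was 7.57 against at most 2.97 elsewhere, a gap of 0.638 of the range. RNA without poly(A) tails in this library would raise mitochondrial transcripts as well, and this cannot be told apart because only 4 genes have a mitochondrial hit. Reads of the plastid genome counted on nuclear copies cannot be told apart either, since 0 of the 56044 identifiers used here lie on a plastid or mitochondrial chromosome. The dried libraries of stage 7.2 had 6.11 and 7.18 reads per 10000, so a high share was not limited to stage 8.2, although 95 of the 96 genes come from a list chosen for higher values in these dried libraries than at stage 9. A true rise in plastid transcripts at this stage and a difference in RNA preparation both remain open.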

How the results depend on the processing

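Numbers of called genes were compared with a margin of 1.5 times, and correlations with the standard deviation over replicate pairs. Of the values of these summary results under the alternatives, 169 stayed within the margin and 100 did not. Where an alternative below changes the genes tested, the samples or the threshold, that is part of the change; other causes were not tested. With each replicate left out in turn, a comparison of 2 against 2 libraries leaves an arm with 1 library, so the numbers of called genes have no such value.

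For the called genes, DESeq2's size factors in place of TMM, DESeq2 with its current defaults or with shrunken fold changes, and the removal of plastid-like genes kept all 8 numbers within the margin. The majority after drying changed, however: 45.6% of the genes called were higher with edgeR, 53.7% (4513 higher and 3893 lower) with DESeq2's defaults and 53.1% (4414 and 3891) with shrunken fold changes. Without the low-count filter, 1422 genes were higher and 3306 lower at stage 9 than in dried seeds, and 218 and 622 were higher and lower in both comparisons. With all 11 libraries in a single fit these were 1117, 2404, 179 and 513. With at least 10 counts in every library compared, which leaves fewer genes, 2926 were higher and 2994 lower after drying, 4671 were lower at stage 9 than in freshly harvested seeds, and 68 were higher in both. At an adjusted p under 0.01, 2563 were higher and 2301 lower after drying, and 0 and 0 differed between stage 9 and dried seeds (1344 and 2784 at an unadjusted p under 0.05), so that 0 and 0 changed in both. Without a fold threshold 10231 were higher at stage 9 than in freshly harvested seeds, and 239 were higher in both. With DESeq2's shrunken fold changes and an adjusted p under 0.01, a setting chosen after seeing the data, 2634 were lower after drying and 112 lower in both, and the share of higher among the genes called after drying was 57.9% against 45.6%. Over all genes, the median log2 fold change of stage 9 against freshly harvested seeds was -0.10, and the minimum of 10 counts moved the log2 fold changes of the drying comparison by a median of -0.15 and of this one by -0.14.

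With a replicate block, 2070 genes were lower at stage 9 than in dried seeds and 347 were lower in both, and the other 6 numbers stayed within the margin. The deviations of same-numbered libraries correlated at 0.078, 0.152 and 0.145 over 18670 genes, and nothing states that the numbers pair the seeds.

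Levels depended on the treatment of low counts. Genes with a variance above 1 numbered 25572 with log2(normalized count + 0.1), 3646 with rlog and 3756 with at least 10 counts in every fresh library. In the order 7.2 replicates, 9 replicates, 7.1 with 7.2, 7.2 with 7.3, 7.3 with 8.1, 8.1 with 8.2, 8.2 with 8.3 and 8.3 with 9, the correlations were 0.932, 0.897, 0.745, 0.871, 0.861, 0.861, 0.880 and 0.888 with the pseudocount of 0.1. With edgeR's log2 CPM they were 0.981, 0.984, 0.583, 0.925, 0.936, 0.951, 0.962 and 0.978, with rlog 0.991, 0.994, 0.533, 0.949, 0.962, 0.977, 0.982 and 0.991, and after centring each gene on its median 0.859, 0.627, 0.479, 0.526, 0.0568, 0.197, 0.418 and 0.539. With a pseudocount of 1, the 7.2 replicates had 0.975, and the steps from 7.1 to 8.3 had 0.647, 0.916, 0.921, 0.933 and 0.95. With at least 10 counts in every fresh library, the replicates had 0.991 and 0.993, and the steps from 7.1 to 9 had 0.507, 0.922, 0.908, 0.95, 0.953 and 0.983. Over all genes past the low-count filter, the replicates had 0.983 and 0.984, and 7.1 with 7.2, 7.3 with 8.1 and 8.3 with 9 had 0.749, 0.949 and 0.978. Stages 7.1 and 7.2 had the lowest correlation between adjacent stages under each of these settings except centring, where stages 7.3 and 8.1 had it, and except over all genes past the low-count filter, where not all adjacent stages were compared.

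Edges of the network numbered 960 with a pseudocount of 1, 726 with 0.1 (302 nodes), 1181 with log2 CPM, 266 with at least 10 counts (113 nodes) and 4415 with the mean of the replicates. The Fig 8 filter gave 28 genes with a pseudocount of 1, 19 with log2 CPM, 3 with rlog, 12 with at least 10 counts and 152 without stage 7.1. The mean position of the dried seeds between stages 7.2 and 9 was 0.808 with a pseudocount of 1, 0.815 with 0.1, 0.811 with log2 CPM, 0.803 with rlog and 0.802 with at least 10 counts. Leaving out a replicate in turn gave 2872 to 3478 edges and correlations of 0.641 to 0.646 for stages 7.1 and 7.2 and of 0.897 to 0.906 for 7.2 and 7.3 over 4 fits each, and positions of 0.736 to 0.769 over 6 fits, of which the left-out dried replicates were chosen after the data were seen. Transcription factors correlated with P50 numbered 23 to 34 over all settings.

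For the 62 log2 fold changes of named genes, 572 values under the alternatives kept their direction and their side of the thresholds, 23 lost the call and 5 gained it. With 1 library left out in turn, 197 values stayed within the replicate spread and 51 moved beyond it. The sign changed in 4, all of Glyma.03G191100 at stage 9 against dried seeds, with a main value of -0.01: it was 0.0369 with DESeq2's defaults, 0.0342 with shrunken fold changes, 0.0242 without the low-count filter and 0.00661 with the replicate block. With a replicate left out in turn it went from -0.20 to 0.24. In 16 cases a gene did not enter an alternative, which then has no value. Of the variances and shares of variance, 27 stayed within 1.5 times and 3 did not, all with rlog. Functional classes and plastid-encoded genes, set as results before the data were seen, were not run.

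The depth limits the fold changes of genes with at most 3 counts in every library of a group, which are given as bounds, and their fitted values depend on the filter and the prior count.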

Differences from the paper's values

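The transcription factor network had 2148 pairs with a correlation above 0.97, against the paper's 12183 edges, and none of the alternatives set before the data were examined closed the gap. WRKY made up 6.67% of the transcription factors with a maximum at stage 7.2 or 7.3, against the paper's 11%. Without replicate 2 of stage 9 the share was 8.00%, within 1.5 times the paper's, and none of the other alternatives closed the gap, nor did the stage of maximum printed in S4 Table, chosen after seeing the values, with 5.41%. The correlation between the replicates of stage 7.2 was 96.5%, against the paper's 98%. It was 97.5% with log2(normalized count + 1), 98.1% with edgeR's log2 CPM and 98.3% over all genes that pass the low-count filter, which closed the gap, and the other 7 alternatives did not. The variance of Glyma.15G271300 was 0.0491, against the paper's 0.08, and none of the alternatives closed the gap. Those for this variance and for the shares of the principal components were chosen after the data were seen.

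Other values of the paper were read from its figures. The correlation between stages 7.1 and 7.2 was 0.637, against about 0.83 in Fig 3, read by eye, and that between stages 7.3 and 8.1 was 0.907, against about 0.76 in Fig 3, read by eye. No alternative set before the data were examined closed either gap. Between stages 8.1 and 8.2 it was 0.925, against about 0.94 in Fig 3, read by eye, and 0.933 with log2(normalized count + 1), the only alternative that closed the gap. Between stages 8.2 and 8.3 it was 0.938, against about 0.96 in Fig 3, read by eye, and 0.962 with edgeR's log2 CPM, the only alternative that closed the gap. Between stages 8.3 and 9 it was 0.958, against about 1 in Fig 3, read by eye, and no alternative closed the gap. The third principal component held 7.63% of the variance, against about 4.9% in Fig 3, read by eye. Alternatives chosen after seeing the values closed this gap, with 5.92% for log2(normalized count + 1), 5.64% for edgeR's log2 CPM, 3.78% for rlog, and 6.91% and 5.18% without the dried replicate 1 and 2. The other 7 did not. The filter of Fig 8 gave 64 genes, against about 17 in Fig 8, read by eye. With edgeR's log2 CPM it gave 19 and among genes with at least 10 counts in every fresh library 12, which closed the gap, and the other 11 alternatives did not.

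Some statements of the paper differ from the counts. P50 at stage 7.2 was 26.1 days as solved from S4 Table, against the paper's 28 days. With P50 read by eye and the paper's text values, 28 transcription factors were above 0.9 and the filter of Fig 8 gave 57 genes. The paper finds more genes higher than lower after enforced drying, whereas 4507 were higher and 5387 lower here. DESeq2, with 4513 and 3893, DESeq2 with shrunken fold changes, with 4414 and 3891, and an adjusted p under 0.01, with 2563 and 2301, gave more higher genes, as did DESeq2 with shrunken fold changes and an adjusted p under 0.01, chosen after seeing the values, with 3629 and 2634. The other 7 alternatives set before the data were examined did not. The paper places 2 heat shock factors in its list of transcription factors correlated with P50. S4 Table as used here lists Glyma.03G157300 and gives no value for Glyma.03G191100, whose correlation was 0.974 in the counts. The paper describes a homologue of HECATE2 as highly correlated with P50, although its own S4 Table prints a correlation of 0.228 for Glyma.11G055300. Over the 7 stages, Glyma.11G055300 had r = 0.833 (exact permutation test, two-sided, p = 0.107, or 0.143 after Benjamini-Hochberg adjustment) and rho = -0.0357 (exact permutation p = 0.963, adjusted to 0.985), and r without the 2 stages farthest from the median P50 was -0.678. The paper lists homologues of SEPALLATA3 and GATA in the tail of the network, with a maximum between seed filling and drying. In the counts of freshly harvested seeds, the maximum of Glyma.20G153700 and Glyma.17G228700 was at stage 9. S4 Table also places their maximum at stage 9 and prints correlations with P50 of 0.975 and 0.980, so this difference lies within the paper. The paper describes the NYC1 genes as rising slightly from stage 7.1 to 7.2, whereas Glyma.09G191200 had 470 normalized counts at stage 7.1 and 5032 and 5916 at stage 7.2. The paper finds AP2/EREBP and WRKY enriched at stages 7.2 and 7.3 by a chi-square test, while the two-sided Fisher's exact tests here gave p = 0.437 and p = 0.577. The lowest p in any alternative set before the data were examined was 0.265. With the stage of maximum printed in S4 Table, chosen after seeing the values, which places 111 transcription factors at these stages, p was 0.0993 for AP2/EREBP and 1.0 for WRKY. The paper gives a range of reads per library that all libraries fall in, and 60626937 reads were counted in replicate 2 of the dried seeds, above that range. The paper states an adjusted p threshold of 0.01 beside its numbers of shared genes, a setting under which no gene was called between stage 9 and dried seeds with edgeR, against 1344 higher and 2784 lower by 2-fold at an unadjusted p under 0.05. DESeq2 with shrunken fold changes at that threshold, chosen after seeing the values, called 489 higher and 1026 lower.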

Other observations

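Tests in this part were chosen after the results were seen.

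The dried replicates of stage 7.2 differed more than the other replicates, with a standard deviation of the log2 difference of 0.66 against 0.23 and 0.22. Replicate 2 has over 4 times as many counts, but depth is argued against, since thinning it to the total of replicate 1 left the standard deviation at 0.638 over 11313 genes, against 0.629 before thinning and 0.206 and 0.179 for the other replicate pairs. RNA of other seeds of the series mixed into replicate 2 is argued against as the whole cause. A mixture would lie between its sources, whereas 1084 of 15794 abundant genes were over 1.5 times higher in replicate 2 than in every other library, compared with 21 in replicate 1. The genes over 2-fold higher in replicate 2 took 31.4% of its counts and 12.1% of those of replicate 1. That replicate 2 is a library of freshly harvested seeds of another stage is argued against as well. The dried replicates correlated at 0.942 across genes, and the highest correlation of replicate 2 with a fresh library was 0.904. For replicate 1 the highest was 0.933, with a library of stage 9, which is close to 0.942. A mixture or an exchange of replicate 1 was not tested and remains open. A bias of gene length or GC content cannot be told apart, because 0 of the abundant genes have a length in the reference table. A difference in how the seed lots dried remains open and was not tested.

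The paper shows its second switch by the correlation between stages 7.3 and 8.1 and by the principal components. On the component of the counts that held 17.1% of the variance, stage 7.3 lay at -67.7, with the libraries of stage 7.2 at -61.5 and -71.4, and stage 8.1 lay at 1.39. The correlation in the counts was 0.907, against 0.899 for stages 7.2 and 7.3, a difference close to the largest standard deviation over replicate pairs, 0.0067. It was the lowest of the later steps among genes with at least 10 counts in every fresh library, at 0.908 against 0.922 for stages 7.2 and 7.3. After centring each gene on its median it was 0.0568, but this value cannot show a switch. Stage 8.1 is the middle of the 9 fresh libraries in order of time, so a steadily changing gene has its median there. Centring then leaves little signal at stage 8.1, and its correlation with stage 8.2 was low too, at 0.197. With log2(normalized count + 0.1) the correlation of stages 7.3 and 8.1 shared the lowest value of the later steps, 0.861, with stages 8.1 and 8.2. The root mean square change of abundant genes from stage 7.3 to 8.1, 0.709, was the largest of the later steps. The steps differ in length, however: this change took 2 days, and that of 0.584 from stage 8.2 to 8.3 took 1 day. Low depth at stage 8.1 is argued against for the genes with at least 10 counts, since after thinning every library to 13392050 counts the pair still had the lowest value of the later steps, 0.906, against 0.918 for stages 7.2 and 7.3. From the levels printed in S4 Table, the correlation over 464 to 498 transcription factors was 0.859 for stages 7.3 and 8.1, below 0.916 and 0.899 for the replicates of stage 7.2 with 7.3, 0.954 for 8.1 and 8.2 and 0.979 for 8.2 and 8.3, whereas the counts of the same transcription factors gave 0.898, then 0.888 and 0.886, 0.926 and 0.924. A candidate explanation for the lower value in the paper is therefore the step from counts to the levels it used. Over 163 transcription factors, the printed changes had a slope of 1.12 on those of the counts from stage 7.3 to 8.1, with an intercept of -0.779. From 8.1 to 8.2 the slope was 0.743 (intercept 0.384), and from 8.3 to 9 it was 0.388 (intercept -0.0654). With these intercepts the slopes are not ratios of changes. The median absolute change in the counts and as printed was 0.829 and 1.3 from stage 7.3 to 8.1. It was 0.387 and 0.41 from 8.1 to 8.2, and 0.307 and 0.148 from 8.3 to 9.

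The same step may account for the number of edges in the network. The levels printed in S4 Table gave 12183 pairs with a correlation above 0.97, the paper's number, among 507 transcription factors, and the counts gave 2148. The normalization that turns the counts into the printed levels was not found.

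More genes were called in opposite directions at stage 9 and after drying (567) than in the same direction (340), and the log2 fold changes were negatively correlated across genes. The dried libraries enter the comparisons on opposite sides, and this is a candidate explanation for the negative sign. Over 15794 abundant genes the correlation was -0.0365 with both dried libraries on each side. With replicate 1 against stage 9 and replicate 2 against freshly harvested seeds it was 0.132, and with the replicates exchanged it was 0.0535. In the 10 simulations with unchanged groups, at most 1 gene was called in opposite directions. The simulations gave each group the same spread, however, whereas the dried replicates differed more than the others. They therefore cannot decide whether noise in genes that do not change is the source of the 567. How far noise in the shared libraries adds to the 463 genes that rose on drying and were lower at stage 9, where genes do change, was not tested.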
